# The NF-κB regulator Bcl-3 restricts terminal differentiation and promotes memory cell formation of CD8^+^ T cells during viral infection

**DOI:** 10.1371/journal.ppat.1009249

**Published:** 2021-01-28

**Authors:** Hemant Jaiswal, Thomas Ciucci, Hongshan Wang, Wanhu Tang, Estefania Claudio, Philip M. Murphy, Rémy Bosselut, Ulrich Siebenlist

## Abstract

Bcl-3 is an atypical member of the IκB family that acts in the nucleus to modulate transcription of many NF-κB targets in a highly context-dependent manner. Accordingly, complete *Bcl-3*^*-/-*^ mice have diverse defects in both innate and adaptive immune responses; however, direct effects of Bcl-3 action in individual immune cell types have not been clearly defined. Here, we document a cell-autonomous role for Bcl-3 in CD8^+^ T cell differentiation during the response to lymphocytic choriomeningitis virus infection. Single-cell RNA-seq and flow cytometric analysis of virus-specific *Bcl3*^*-/-*^ CD8^+^ T cells revealed that differentiation was skewed towards terminal effector cells at the expense of memory precursor effector cells (MPECs). Accordingly, *Bcl3*^*-/-*^ CD8^+^ T cells exhibited reduced memory cell formation and a defective recall response. Conversely, Bcl-3-overexpression in transgenic CD8^+^ T cells enhanced MPEC formation but reduced effector cell differentiation. Together, our results establish Bcl-3 as an autonomous determinant of memory/terminal effector cell balance during CD8^+^ T cell differentiation in response to acute viral infection. Our results provide proof-of-principle for targeting Bcl-3 pharmacologically to optimize adaptive immune responses to infectious agents, cancer cells, vaccines and other stimuli that induce CD8^+^ T cell differentiation.

## Author summary

Effective immunity to previously encountered pathogens or vaccines depends on efficient formation of memory T and B cells. A major cornerstone is the generation of memory CD8^+^ T cells, which kill cells infected with intracellular pathogens, including viruses. In addition, memory CD8^+^ T cells are critical for adoptive immunotherapy to eliminate targeted tumor cells. Hence, it is essential to have a detailed understanding of pathways and molecular factors that regulate T cell differentiation/memory formation during the initial immune effector response. Here we show a critical cell-autonomous role for Bcl-3, an atypical member of the IκB family, in the regulation of CD8^+^ T cell differentiation/memory formation during acute viral infection with lymphocytic choriomeningitis virus. We found that Bcl-3 dampens the terminal differentiation of CD8^+^ T cells, which normally results in death at the end of the primary effector response, and instead, promotes the formation of memory precursor cells early on. This led to a robust memory response and much improved viral clearance upon re-challenge. Our results provide new insight into the molecular regulation of CD8^+^ T cell effector response and memory cell generation, establishing Bcl-3 and its pathways as a target to optimize CD8^+^ T cell effector responses to various immunogens including infectious agents, cancer cells, and vaccines.

## Introduction

Memory CD8^+^ T cell generation is a hallmark of adaptive immune responses. These memory CD8^+^ T cells possess a blueprint of past infection that directs rapid and effective responses to repeat infection with the same pathogen. Interactions of naïve CD8^+^ T cells with antigen presenting cells in an infectious environment leads to very early asymmetric divisions and massive expansions generating a heterogeneous pool of effector CD8^+^ T cells [1,2]. Short lived effector cells (SLECs) identified as KLRG1^hi^ IL-7Rα^lo^ cells form the major fraction of CD8^+^ T cell effector responses. Upon further maturation, SLECs show profound cytotoxic activity during the primary response, but then undergo massive apoptosis during the contraction phase as the infection resolves. However, one minor subset of activated CD8^+^ T cells known as memory precursor effector cells (MPECs; KLRG1^lo^ IL-7Rα^hi^) largely survive the contraction and form long-lived memory CD8^+^ T cells [3]. Extensive research in the field has led to the identification of various cellular interactions, cytokines and transcription factors involved in generating heterogeneous populations of CD8^+^ T cells during differentiation. In particular, inflammatory antimicrobial cytokines such as IL-12 [4], type I interferons [5] and IFN-γ [6] are major drivers of CD8^+^ T cell terminal differentiation. Together, the strength and duration of inflammatory cytokine and antigen stimulation induce a graded expression of a set of transcription factors (TFs) including T-bet [3], *Id2* [7], Blimp1 [8] and *Zeb2* [9] that promote terminal differentiation, in part by supporting effector gene expression. However, at the same time and also dependent on antigen strength and duration of stimulation, TFs like Eomes [10], *Bcl6* [11], *Id3* [12], *Foxo1* [13] and Tcf1 [14,15] counterbalance TFs that support effector differentiation to maintain naïve-like characteristics in activated CD8^+^ T cells. Even in the case of persistent infection, a Tcf1^hi^ subset of effector CD8^+^ T cells has been shown to have naïve or progenitor-like characteristics. These cells maintain their stemness and continuously feed the effector pool to fight against persistent pathogens making them critical for chronic infections and anti-tumor responses [16,17]. However, how this balance of memory and effector cells is determined has not been fully delineated.

Bcl-3 (B cell lymphoma factor 3) is an atypical member of the IκB family. Unlike classical IκBs, Bcl-3 is not degraded in response to activation signals, but instead is often induced at the mRNA and protein levels, whereupon it acts in the nucleus to modulate transcription of NF-κB target genes by associating with p50/NF-κB1 and p52/NF-κB2 homodimers on DNA [18–21]. The p50 and p52 homodimer complexes do not trans-activate by themselves, but association with Bcl-3 may promote or inhibit transcription of targets in a highly gene- and context-dependent manner, possibly influenced by post-translational modifications [22,23]. Bcl-3 has profound immunoregulatory effects, including modulation of central tolerance, secondary lymphoid organ development [24] and B cell development [25]. Thus, complete *Bcl3*^*-/-*^ mice exhibit notably impaired innate and adaptive immune responses, including impaired germinal center formation [25] and are highly susceptible to *Klebsiella pneumoniae* [26] and *Toxoplasma gondii* infections [27].

Regarding autonomous roles in T cells, we have shown that Bcl-3 regulates plasticity and pathogenicity of autoimmune CD4^+^ T cells in the T cell transfer-induced model of colitis as well as in experimental autoimmune encephalomyelitis (EAE), where Bcl-3 deficient CD4^+^ T cells attain a less pathogenic IL-17-producing Th17-like phenotype, instead of the pathogenic, IFN-γ producing Th1-like (ex-Th17) phenotype observed in Bcl-3 sufficient mice [28]. Also, adjuvant-induced survival of both CD4^+^ and CD8^+^ T cells was found to correlate with Bcl-3 expression in an *in vivo* model of superantigen stimulation [29]. Subsequently, however Bcl-3 was shown not to be necessary for T cell survival in this context. Instead, Bcl-3 was reported to aid the production of IFN-γ by T cells in this superantigen model as determined by T cell re-stimulation *ex vivo* [30]. On the other hand, co-stimulation of Bcl-3-sufficient but not Bcl-3-insufficient T cells with LPS or IL-12 did aid in the survival of T cells *in vitro*, including CD8^+^ T cells [31,32]. Furthermore, overexpression of a Bcl-3 transgene in T cells *in vivo* or *in vitro* promoted survival and slowed early T cell activation/proliferation in the superantigen stimulation model [33]. Despite these advances in knowledge, the role played by Bcl-3 during one of the most important biologic functions of T cells, control of viral infection, has not been previously investigated. To begin to address this gap, here, we studied the role of Bcl-3 in CD8^+^ T cell differentiation during acute lymphocytic choriomeningitis virus (LCMV) infection. An in-depth investigation of the CD8^+^ T cell primary response by single-cell RNA-sequencing (scRNA-seq) revealed that Bcl-3 deficiency affected the CD8^+^ T cells differentiation program, favoring terminal effector cells at the expense of MPECs. Accordingly, *Bcl3*^*-/-*^ CD8^+^ T cells exhibited reduced memory T cell formation as well as defective recall responses upon LCMV re-challenge. Furthermore, the primary response of Bcl-3-overexpressing transgenic mice suggested that Bcl-3 expression in CD8^+^ T cells is critical for MPEC formation. The presence of the transgene first dampened CD8^+^ T cell activation/proliferation and this in turn appeared to limit terminal differentiation of these cells and instead supported generation of MPECs. Our study indicates that Bcl-3 is a critical factor in CD8^+^ T cell differentiation, promoting the maintenance of their naïve/progenitor-like characteristics and thus allowing them to survive better and to more efficiently form MPECs and eventually memory cells.

## Results

### The quantitative response of CD8^+^ T cells to acute LCMV infection is independent of Bcl-3 in these cells

Our prior work demonstrated critical cell-autonomous contributions of Bcl-3 in maintaining pathogenic Th1-like, IFN-γ producing CD4^+^ T cells in the context of EAE and colitis [28]. Other reports–albeit with partly divergent conclusions–additionally suggested roles for Bcl-3 in either survival of CD8^+^ T cells *in vitro* or their IFN-γ production *ex vivo* [29–33]. These findings prompted us to systematically investigate the function of Bcl-3 in CD8^+^ T cells *in vivo*. The LCMV acute infection model is a well-studied *in vivo* model for acute responses and differentiation of CD8^+^ T cells. We first confirmed that *Bcl3* mRNA was transiently induced in CD8^+^ T cells upon CD3 plus CD28 co-stimulation; induction was apparent by 3 hours and peaked at 6 hours, eventually falling to pre-stimulation levels by 24 h (S1A Fig). We also detected *Bcl3* mRNA induction in CD8^+^ T cells from the spleen of LCMV Armstrong-infected mice (S1B Fig).

Infection with the LCMV Armstrong strain is known to result in a robust T cell response with clearance of the virus by day 8–10 post infection (p.i.) [34]. To specifically check the cell-autonomous role of Bcl-3 in CD8^+^ T cells in the anti-LCMV response, we generated mixed bone marrow chimeric mice by transferring congenic wild-type (WT, CD45.1) and *Bcl3*^*-/-*^ (Bcl-3 knockout, CD45.2) bone marrow cells into sub-lethally irradiated *Rag1*^*-/-*^ mice. After allowing at least 6 weeks for reconstitution, chimeric mice were infected with LCMV Armstrong and CD8^+^ T cell responses were compared 8 days p.i. (Fig 1A–1D). Spleens and mesenteric lymph nodes (mLNs) from infected chimeric mice showed no difference between WT and Bcl-3 KO CD8^+^ T cells in their proportion of LCMV-specific cells (H-2D^b^-GP33^+^ CD8^+^) (Fig 1A and 1B). Moreover, intracellular cytokine staining of splenocytes stimulated *ex vivo* with GP33 peptides revealed no difference between WT and *Bcl3*^*-/-*^ donor cells in the percentages of both IFN-γ single positive and IFN-γ + TNF-α double positive LCMV-specific CD8^+^ T cells (Fig 1C and 1D).

**Fig 1:**
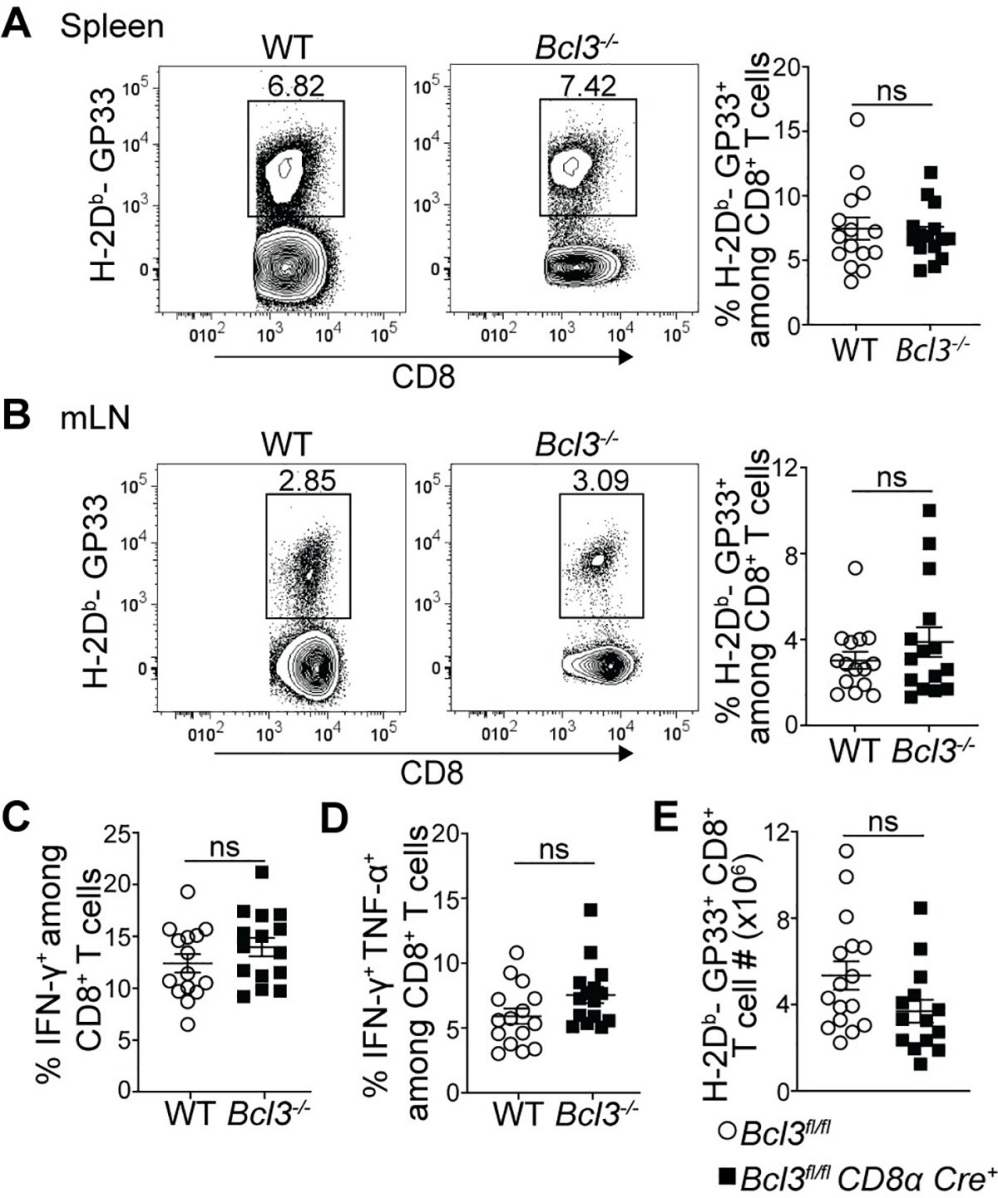
Bcl-3 deficient and wild-type CD8^+^ T cells show comparable overall anti-viral responses against acute LCMV infection. (**A-D**) Mixed bone marrow chimeric mice were analyzed 8 days after LCMV Armstrong infection. Representative contour plots show proportions of H-2D^b^-GP33 tetramer-specific cells among WT or Bcl-3 KO CD8^+^ T cells in spleen (**A**; left panels) and mesenteric lymph node (mLN) (**B**; left panels). Right graphs summarize data from three independent experiments with n = 15 mice for each CD8^+^ T cell genotype. Proportions of IFN-γ (**C**) and IFN-γ + TNF-α (**D**) secreting WT or *Bcl3*^*-/-*^ CD8^+^ T cells upon GP33 peptide stimulation of splenocytes *ex vivo*. Graphs summarize data from three independent experiments with n = 15 mice for each CD8^+^ T cell genotype. (**E**) Absolute number of H-2D^b^-GP33^+^ CD8^+^ T cells in spleens of *Bcl3*^*fl/fl*^ *CD8α Cre* or *Bcl3*^*fl/fl*^ (control) mice. Data are averages of three independent experiments with n = 14–16 mice for each genotype. Error bars indicate standard error of the mean (SEM). ns = not significant.

Although reconstitution of total WT and KO cells in bone marrow chimeric mice was close to 50:50 as confirmed in blood after 6 weeks of transfer, the proportion of Bcl3-deficient CD8^+^ T cells was reduced compared to WT cells, resulting in 1.4-fold higher CD4/CD8 ratios for KO cells (S1C Fig). This suggested a possible competitive advantage of WT CD8^+^ T cells over Bcl-3-deficient cells or of Bcl-3-deficient CD4^+^ T cells over WT cells (or both) and thus prevented a comparison of absolute numbers of antigen-specific cells from chimeric mice in response to LCMV infection. To address this, we also generated CD8^+^ T cell-specific conditional KO mice by crossing *Bcl3*^*fl/fl*^ mice with *CD8α*-*Cre* mice. In *CD8α-Cre* mice, the E8I enhancer region drives Cre expression specifically in peripheral mature CD8^+^ T cells [35,36], which led to robust deletion of Bcl-3 in these cells (S1D Fig). Consistent with the post-thymic expression of Cre, there was no evidence of impaired CD8^+^ T cell development and these conditional knockout mice had the same number of naïve (CD62L^hi^ CD44^lo^) spleen CD8^+^ T cells as control mice (S1E Fig). Comparison of absolute numbers of GP33 epitope-specific CD8^+^ T cells on day 8 p.i. in these mice also ruled out any obvious defect in generating anti-LCMV-specific CD8^+^ T cells due to loss of Bcl-3 (Fig 1E).

### Bcl-3 deficiency diverts the CD8^+^ T cell differentiation program to terminal effectors at the expense of MPECs

While Bcl-3 deficiency did not lead to any obvious difference in terms of generating LCMV epitope-specific CD8^+^ T cells after acute infection, the flow cytometric analysis did not rule out possible differences in subsets generated during CD8^+^ T cell differentiation. We therefore investigated cell-autonomous effects of Bcl-3 on CD8^+^ T cell differentiation using unbiased transcriptomic analysis to define its impact on subsets. To do so, mixed bone marrow chimeras generated with WT and *Bcl3*^*-/*-^ bone marrow were infected with LCMV Armstrong and virus-specific CD8^+^ T cells (H-2D^b^-GP33^+^ CD8^+^) were analyzed 8 days p.i. by single-cell RNA-sequencing (scRNA-seq) (S2A Fig). Splenic WT and *Bcl3*^*-/-*^ GP33 antigen-specific CD8^+^ T cells from the same chimeric animal were sorted based on CD45 allelic markers and captured using a droplet-based 10x Genomics Chromium platform [37]. 

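Each of 2 chimeras gave 1 WT (CD45.1) and 1 *Bcl3*-/- (CD45.2) library, so that n = 2 per genotype, and the 4 libraries are called WT1, KO1, WT2 and KO2 after their chimera. The chimeras had been irradiated with 400 rads and reconstituted for at least 6 weeks, and spleens were taken on day 8 after 200000 PFU of LCMV Armstrong. In this assay, the 3′ end of each captured transcript is read with a barcode for its cell and a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. The authors deposited raw UMI counts per gene and barcode, extracted with Cell Ranger, without normalization and with the barcodes of empty droplets included. The genome build and annotation behind the counts are not given in the sources used here. All but 276 of the Ensembl identifiers in the counts matched GENCODE vM21 on GRCm38, from which coordinates are taken. The libraries held 21193300 UMIs (WT1), 20358780 UMIs (WT2), 22922219 UMIs (KO1) and 22672343 UMIs (KO2). With the filters of the methods, at least 500 genes and at most 10% mitochondrial UMIs, 4941 cells were left in WT1, 8092 in WT2, 5366 in KO1 and 6494 in KO2. A cell had a median of 3571 UMIs in WT1, 3620.5 in KO1 and 2948 in KO2, and was least deep in WT2, where it had a median of 993 genes against 1445 (WT1), 1451 (KO1) and 1313.5 (KO2). Because of these unequal depths, shares of cells with a UMI of a gene were computed after each cell had been thinned at random to 1000 UMIs.

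Clusters were found in each library separately with Seurat, from 2000 variable genes, 15 principal components and a resolution of 0.8, which the paper's text does not give. A cluster was named when at least 3 markers of a cell type were at least 2-fold above the other cells and detected in 10% of its cells or more, with at least 1 of them among its 10 leading genes. This naming rule was set after the clusters had been seen. Clusters led by *Tcf7*, *Ccr7*, *Id3* and *Dapl1* carry genes of the study's Cluster G and are called MPEC-gene clusters, because as many or more of their leading genes are on a list of naive T cell genes. Expression was compared with edgeR's quasi-likelihood test on UMI counts summed per library, since cells of a library are not replicates, and is given as CPM, the UMIs of a gene scaled to a common total per library.

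*Bcl3* (ENSMUSG00000053175) lies on the minus strand of chromosome 7, from 19808462 to 19822770. It had 33.2 CPM in WT1 and 27.6 CPM in KO1, and 108 CPM in WT2 and 86.6 CPM in KO2. The log2 fold change of *Bcl3*-/- over WT was −0.33 (standard error 0.58, adjusted p = 0.837 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −0.25 in chimera 1 and −0.35 in chimera 2. Without WT2 it was 0.70 and without KO1 0.24, but leaving out 1 library also unbalances the chimeras, which differ in *Bcl3*. With chimera as a replicate block, the log2 fold change was −0.31 (adjusted p = 0.0201 from the same test). Of all *Bcl3* UMIs, 13.4% lay in clusters of other cell types. The paper's text does not give the deleted part of the gene, and 3′ counts from outside that part would not check the genotype of a library.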

After quality controls, filtering and dimensional reduction of the data, both WT and *Bcl3*^*-/-*^ cells were merged together. 

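How far WT and *Bcl3*-/- cells intermix was measured without a projection, as the share of each cell's 20 nearest neighbours that belong to the other genotype of the same chimera. In chimera 1 the share was 19.0%, against 49.9% expected under full mixing, a mixing ratio of 0.380. In chimera 2 it was 5.78% against 49.4%, a ratio of 0.117. Random splits of a single library gave ratios between 0.997 and 1.00. WT1 and WT2 mixed at a ratio of 0.399, and KO1 and KO2 at 0.347. Thinning each cell to an equal depth moved the ratios most, to 0.802 in chimera 1 and 0.323 in chimera 2.

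Between the genotypes, 11566 genes were tested on counts summed over all cells of a library. At an adjusted p of 0.05, edgeR's quasi-likelihood test called 33 genes higher and 9 lower in *Bcl3*-/- cells, and 1808 genes had an unadjusted p under 0.05. All 42 called genes moved the same way in both chimeras. A replicate block for chimera moved the counts most, to 556 higher and 560 lower. Without WT1, 163 genes were higher and 65 lower, and 41 of the 42 were still called. Without WT2, 18 were higher and 22 lower (23 of the 42 still called), without KO1, 123 and 53 (39 of the 42), and without KO2, 38 and 16 (26 of the 42). *Mir142hg* (ENSMUSG00000084796; chromosome 11, from 87755577 to 87757270, plus strand), a long noncoding RNA, had the lowest adjusted p. It rose from 13.3 ± 0.935 CPM (SD, n = 2) in WT to 75.6 ± 9.22 CPM (SD, n = 2) in *Bcl3*-/- cells, a log2 fold change of 2.49 (standard error 0.11, adjusted p = 0.000647 from the edgeR test).

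The other 4 of the 5 largest rises were *Prok2* (log2 fold change 3.22, adjusted p = 0.0416), *AY036118* (3.05, adjusted p = 0.0291), *Gm20721* (2.92, adjusted p = 0.0354) and *Gm12840* (2.77, adjusted p = 0.0231), all from the edgeR test. Of *Prok2* UMIs, 93.9% lay in clusters of other cell types, and all of the 3′ sequence of *AY036118* is found in another gene. Of the 3′ sequence of *Gm12840*, 42.6% is shared in this way. The 5 largest falls were *Gbp6* (ENSMUSG00000104713; log2 fold change −1.71, adjusted p = 0.0104), *Prg2* (−1.37, adjusted p = 0.0354), *Jun* (−1.32, adjusted p = 0.0158), *Apoe* (−0.90, adjusted p = 0.0269) and *Cd69* (−0.80, adjusted p = 0.0269), from the same edgeR test. The 3′ sequence of this *Gbp6* gene is shared in full with another gene. Clusters of other cell types held 58.5% of *Prg2*, 77.0% of *Apoe* and 35.3% of *Jun* UMIs.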

Dimensional reduction of the data and its visualization using uniform manifold approximation and projection (UMAP) showed that both populations largely overlapped, suggesting a limited impact of Bcl-3 deletion on the overall transcriptional landscape of virus-specific CD8^+^ T cells (Fig 2A).

**Fig 2:**
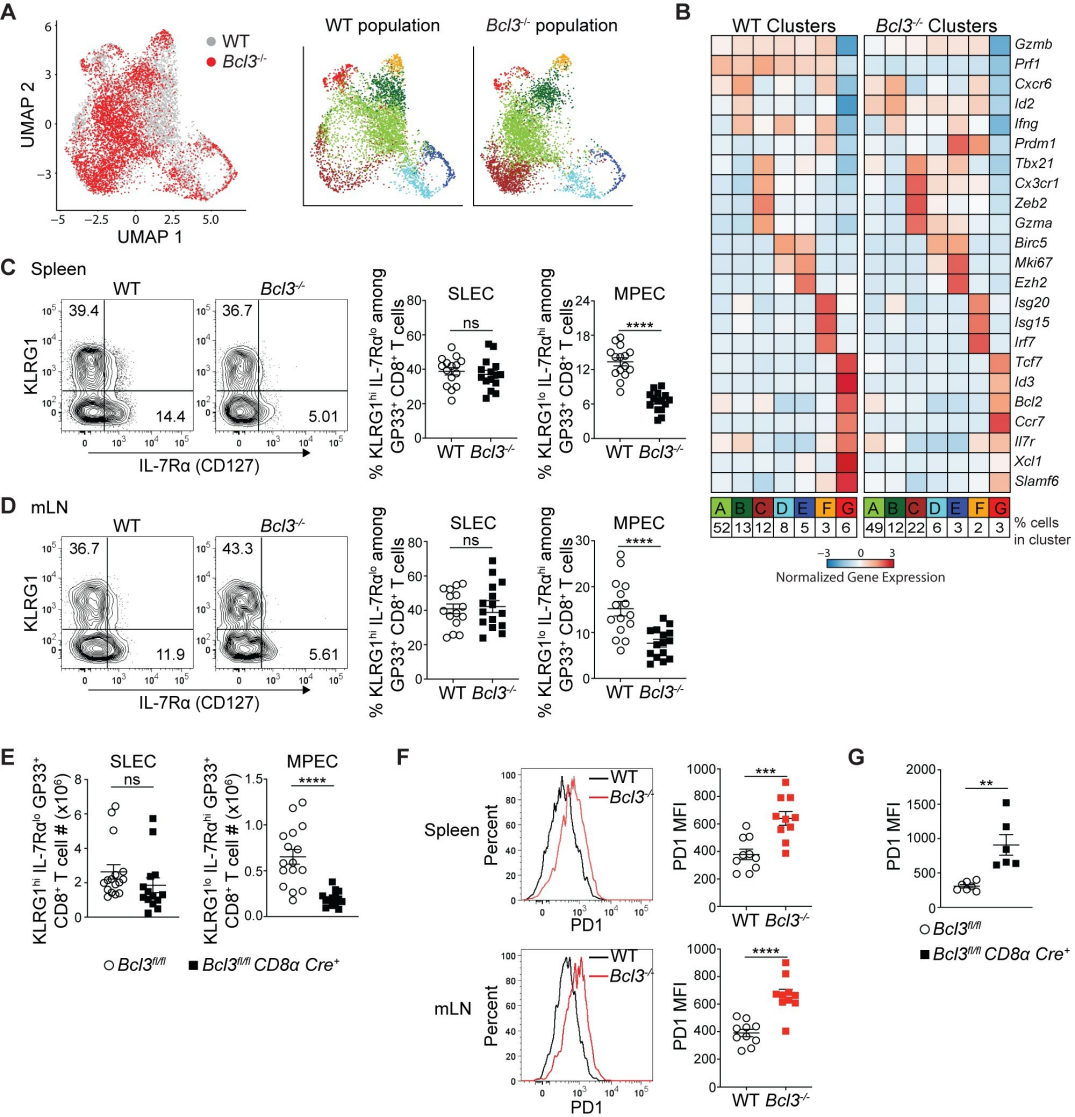
Bcl-3 supports formation of memory precursor effector CD8^+^ T cells. (**A** and **B**) Bcl-3 KO and WT H-2D^b^-GP33^+^ cells isolated on d 8 p.i. from mixed bone marrow chimeras were analyzed by scRNA-seq. (**A**) Left UMAP plot shows Bcl-3 KO and WT cells colored by genotype as indicated. Bcl-3 KO and WT populations were subsequently clustered independently and detected clusters were projected on the previous UMAP plot (right panels) and color-coded. (**B**) Heatmap shows row-standardized expression of selected genes among clusters of Bcl-3 KO and WT cells displayed in (A). For each genotype, percentages listed at bottom indicate the size of individual clusters relative to the total population. (**C** and **D**) 8 d p.i. mixed bone marrow chimeras were analyzed for SLECs (short lived effector cells, KLRG1^hi^ IL-7Rα^lo^) and MPECs (memory precursor effector cells, KLRG1^lo^ IL-7Rα^hi^) subsets. Representative contour plots show the proportions of SLEC and MPEC cells in WT or *Bcl3*^*-/-*^ H-D^b^-GP33^+^ CD8^+^ T cells in spleen (**C**; left panels) and mLN (**D**; left panels). Right graphs summarize data from three independent experiments with n = 15 mice for each CD8^+^ T cell genotype. (**E**) Absolute numbers of SLEC and MPEC subsets in spleen of *Bcl3*^*fl/fl*^ *CD8α Cre* or control mice 8 days after LCMV Armstrong infection. Data are averages of three independent experiments with n = 14–16 mice for each genotype. (**F**) Representative histograms show the intensity of PD1 expression on WT or *Bcl3*^*-/-*^ H-D^b^-GP33^+^ CD8^+^ T cells from spleen and mLN of mixed bone marrow chimera 8 d p.i. with LCMV Armstrong (left panel). Right graphs summarize data from two independent experiments with n = 10 mice for each CD8^+^ T cell genotype. (**G**) Summary of PD1 expression on LCMV antigen GP33 specific CD8^+^ T cells in spleen. Data are representative of two independent experiments with n = 5 mice in each group. Error bars indicate SEM. **p<0.01, ***p<0.001, ****p<0.0001. ns = not significant.

To gain further insights, we performed unsupervised clustering of the combined cell population, resulting in 7 clusters including cells of both genotypes. 

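Clustering the WT and *Bcl3*-/- cells of chimera 1 together gave 16 clusters, 14 of which held at least 1% of the cells. *Bcl3*-/- cells made up 52.1% of this chimera's cells and between 10.0% and 91.6% of a cluster, and in 2 clusters at least 90% of the cells were of a single genotype. Chimera 2 gave 16 clusters as well, 13 of them with at least 1% of the cells. There, *Bcl3*-/- cells were 44.2% of all cells and between 1.45% and 99.7% of a cluster, and 6 clusters reached 90% of a single genotype. With all 4 libraries together, 15 clusters were found, and the share of *Bcl3*-/- cells in those of at least 1% ran from 4.18% to 97.6%. Seurat's integration, which aligns the libraries before clustering, gave 18 clusters with 35.3% to 74.0% *Bcl3*-/- cells in those of at least 1%. Within a chimera each genotype is a single library, so a difference between libraries and a difference between genotypes cannot be separated there.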

We then analyzed gene expression across clusters of WT or *Bcl3*^*-/-*^ cells (Fig 2B). 

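The genes of Fig 2B were also compared over all cells of a library, where cluster borders play no part. The 4 terminal effector genes (*Tbx21*, *Cx3cr1*, *Zeb2* and *Gzma*) were all higher in *Bcl3*-/- cells, with a median log2 fold change of 0.65. Over the 3 gene lists, limma's fry test gave an adjusted p of 0.0398 for this list. With a replicate block for chimera it was 0.238 under fry, with a median of 0.66, so that the list passed 0.05 only without the block. With a library left out the median was 0.54 to 0.72, and all 4 genes stayed higher. The block and a left-out library leave less to estimate the spread from. This can by itself raise the p of fry, so a higher p there does not show a smaller change. With the block, each of the 4 genes was called by edgeR's quasi-likelihood test, with an adjusted p of 0.0413 or lower. Of the 7 MPEC genes (*Tcf7*, *Id3*, *Bcl2*, *Ccr7*, *Il7r*, *Xcl1* and *Slamf6*), 6 were lower, with a median of −0.28 (fry test of limma, adjusted p = 0.139). Without WT2 their median was −0.48 (adjusted p = 0.0498 from the same limma test). With the block, edgeR called 3 of the 7, all lower, *Xcl1* (log2 fold change −2.74, adjusted p = 0.000383), *Ccr7* (−0.82, adjusted p = 0.00541) and *Slamf6* (−0.28, adjusted p = 0.0225). Of the 6 effector genes (*Gzmb*, *Prf1*, *Cxcr6*, *Id2*, *Ifng* and *Prdm1*), 4 were lower, with a median of −0.18 (fry test of limma, adjusted p = 0.485). Under limma's camera with a preset correlation of 0.01, the terminal effector list (adjusted p = 4.3e-07) and the MPEC list (adjusted p = 0.00055) were called, and only the former is called under fry. Under the same camera setting of limma, both lists were also called with the block and without each single library, with an adjusted p of 0.0244 or lower. With an estimated correlation, limma's camera gave p = 0.0333 for the terminal effector list and p = 0.0669 for the MPEC list, and with the block p = 0.0978 and p = 0.163.

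Of the 34 genes that the study names for these cells, 1 was called over all genes tested, *Zeb2*, and 13 were called when adjusted over the list alone. With chimera as a replicate block, which follows the pairing by animal, another 17 were called over all genes tested. The paper shows selected genes of these libraries in Fig 2B and does not state how they were chosen. The counts of 13 and 17 may therefore not be independent evidence. *Zeb2* rose from 47.9 ± 3.65 CPM (SD, n = 2) to 74.4 ± 2.75 CPM (SD, n = 2), a log2 fold change of 0.62 (standard error 0.08, adjusted p = 0.0408 from edgeR's quasi-likelihood test). Its adjusted p in the edgeR test was 0.0724 without WT2, 0.0502 without KO1, 0.0708 without KO2, 0.0739 with equal cells and UMIs per library and 0.173 with no filter on low counts. Of its UMIs, 14.5% lay in clusters of other cell types. *Id2* had a log2 fold change of 0.89 (edgeR, adjusted p = 0.0519), with an adjusted p of 2.9e-05 with the replicate block, 0.0268 without WT1 and 0.0207 without KO1. *Cx3cr1* had a log2 fold change of 0.90 (edgeR, adjusted p = 0.0975), with an adjusted p of 1.2e-05 with the block, 0.0252 without WT1 and 0.00809 without KO2. *Prf1* fell from 40.1 ± 9.83 CPM (SD, n = 2) to 19.3 ± 1.65 CPM (SD, n = 2), with a log2 fold change of −1.08 (edgeR, adjusted p = 0.0703). With the replicate block the log2 fold change of *Prf1* was −1.05 (edgeR, adjusted p = 0.000148). Its adjusted p in the edgeR test was 0.0194 without WT1, 0.00757 without WT2 and 0.0429 without KO1. DESeq2 called *Id2*, *Cx3cr1* and *Prf1* as well, with adjusted p of 0.000553 or lower. For perforin, which *Prf1* encodes, the paper reports comparable protein by flow cytometry in conditional knockout mice, and protein was not measured here.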

In the WT population, we detected 2 distinct groups of cells. First, a large group of effector cells (Clusters A-F, 93%) expressed high levels of canonical effector genes including *Gzmb*, *Ifng and Prf1* (encoding granzyme B, IFN-γ and perforin, respectively). In addition to the large cluster A (52%), we identified smaller effector clusters, including cluster B (13%), which appears to be closely related to A, as well as a cluster of terminally differentiated effector cells (Cluster C, 12%) expressing *Zeb2* and *Cx3cr1*, two clusters of cycling cells expressing cell-cycle associated genes (Clusters D and E, 8 and 5%, respectively) and a cluster of interferon-stimulated cells expressing *Irf7* and other interferon-sensitive genes (Cluster F, 3%). Additionally, unsupervised clustering distinguished a small cluster of memory precursor effector cells (MPECs; Cluster G, 6%) that does not express effector genes; instead, this cluster contains cells expressing high levels of memory associated genes like *Il7r*, *Tcf7* and *Ccr7* (encoding IL-7R, TCF-1 and CCR7, respectively). 

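In WT, the clusters other than the MPEC-gene, B-like and myeloid-like clusters held 89.0% of the cells of WT1 (95% exact binomial interval 88.1% to 89.9%, counting error only) and 91.2% of those of WT2 (90.5% to 91.8%). A UMI of *Gzmb* was found in 70.6% of all WT1 cells and 68.6% of all WT2 cells thinned to an equal depth. B-like cells should lack these transcripts and show what free RNA leaves in a droplet. Of their thinned cells, 21.9% in WT1 (14.4% to 31.0%) and 20.5% in WT2 (13.5% to 29.2%) had a *Gzmb* UMI. Before thinning, B-like cells had a median of 2297 UMIs in WT1 and 2025.5 UMIs in WT2. *Ifng* was found in 5.35% of WT1 and 6.20% of WT2 cells, against 0.952% of the 105 B-like cells of WT1 and 0 of the 112 of WT2, which allows a share of up to 2.68%. *Prf1* was found in 4.60% of WT1 and 3.20% of WT2 cells, against 0 of the 105 B-like cells of WT1, which allows up to 2.86%, and 0 of the 112 of WT2. Without thinning, *Prf1* was found in 16.6% of WT1 and 7.41% of WT2 cells, and *Ifng* in 17.4% and 12.4%.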

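Of the cells of WT1 and WT2 in clusters of at least 1%, the cluster with high *Zeb2* and *Cx3cr1* held 9.37% (459 cells; exact 95% interval 8.57% to 10.2%) and 13.9% (1109 cells; 13.1% to 14.7%). Besides the markers that named it, this cluster was led by *Klrb1c* in both libraries and by *As3mt* in WT1. Clusters with cell-cycle genes held 16.5% of WT1 (15.5% to 17.6%), in 3 clusters of 383, 295 and 130 cells. In WT2 they held 13.2% (12.4% to 13.9%), in 2 clusters of 579 and 471 cells. The cluster with interferon-stimulated genes held 5.27% of WT1 (4.66% to 5.93%) and 5.56% of WT2 (5.07% to 6.09%). Clusters that met the rule for no list held 57.9% of WT1 and 58.6% of WT2. B-like clusters held 2.14% of WT1 and 1.503% of WT2, and myeloid-like clusters 2.41% and 1.83%.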

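In the MPEC-gene clusters of WT, thinned to an equal depth, a UMI of *Gzmb* was found in 25.7% of 315 cells in WT1 (exact 95% interval 21.0% to 30.9%) and in 18.3% of 420 cells in WT2 (14.8% to 22.4%). These shares lay within the intervals of the B-like cells of the same libraries, so no *Gzmb* above that level was detected. Low expression is not excluded, because the level in B-like cells may hold more than free RNA. Before thinning, the MPEC-gene cells had medians of 3257 UMIs (WT1) and 2041 UMIs (WT2). *Gzmb* reached 322 CPM in the MPEC-gene clusters and 310 CPM in the B-like clusters of WT1, and 277 CPM and 348 CPM in those of WT2. In the clusters of either library that met the rule for no list, it stood at 1799 CPM and 1714 CPM. *Prf1* was found in 1.27% (0.347% to 3.22%) and 1.19% (0.388% to 2.76%) of the MPEC-gene cells, and *Ifng* in 1.90% (0.702% to 4.10%) and 2.38% (1.15% to 4.34%). At this depth, neither share differed detectably from the B-like cells.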

Interestingly, in the *Bcl3*^*-/-*^ population, although the pattern of expression and cluster types appeared largely similar to those in WT cells, we observed a reduction in the MPEC fraction (Cluster G—6% in WT vs 3% in *Bcl3*^*-/-*^) and an increase in the proportion of terminally differentiated effectors (Cluster C—12% in WT vs 22% in *Bcl3*^*-/-*^). These results were confirmed in a second biologically independent replicate (S2B and S2C Fig).

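Of the cells in clusters of at least 1%, the MPEC-gene clusters held 6.43% in WT1 (315 of 4898 cells; exact 95% interval 5.76% to 7.15%), 5.47% in WT2 (437 of 7982; 4.99% to 6.00%), 2.49% in KO1 (132 of 5301; 2.09% to 2.95%) and 3.17% in KO2 (203 of 6396; 2.76% to 3.63%). The mean was 5.95% ± 0.676 (SD, n = 2) in WT and 2.83% ± 0.483 (SD, n = 2) in *Bcl3*-/- cells, a difference of −3.12 percentage points that is larger than the spread between libraries. A 2-sided exact permutation test gave p = 0.33, the smallest p that 2 libraries against 2 allow. Naming clusters from markers at 1.5-fold, an alternative chosen after the data had been seen, moved this difference most and turned it to 3.71 percentage points, which rests on KO1, as it was −2.78 without that library. A threshold on UMIs in the style of Cell Ranger turned it to 0.328 percentage points (−2.83 without KO1), and it was −0.259 percentage points after integration of the libraries.

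The clusters with high *Zeb2* and *Cx3cr1* held 22.1% of KO1 (1169 cells; 20.9% to 23.2%) and 17.1% of KO2 (1093 cells; 16.2% to 18.0%). Their mean was 11.6% ± 3.20 (SD, n = 2) in WT and 19.6% ± 3.51 (SD, n = 2) in *Bcl3*-/- cells, a difference of 7.94 percentage points (exact permutation p = 0.33). It was −2.20 percentage points with cells of at least 800 genes, −1.08 with the threshold in the style of Cell Ranger and −0.851 with markers at 1.5-fold, of which the latter pair were 1.12 and 5.68 without WT1 and the last was 1.63 without KO2. The clusters with cell-cycle genes fell from 14.8% ± 2.36 (SD, n = 2) to 10.4% ± 0.634 (SD, n = 2), a difference of −4.45 percentage points that was −2.78 without WT1. Those with interferon-stimulated genes rose from 5.41% ± 0.209 (SD, n = 2) to 8.45% ± 0.538 (SD, n = 2), a difference of 3.03 percentage points. With 30 principal components, with at most 5% mitochondrial UMIs and wherever libraries were clustered together, this last difference was negative, down to −4.28 percentage points.

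Some of the genes that define these clusters differ between the genotypes themselves, so the libraries were also clustered without the 109 marker genes, a choice made after the data had been seen. The MPEC-gene clusters then differed by −5.10 percentage points, the clusters with *Zeb2* and *Cx3cr1* by 13.6, those with cell-cycle genes by −4.62 and those with interferon-stimulated genes by −9.36. No WT1 cluster then met the rule for *Zeb2* and *Cx3cr1*, and their difference was 5.05 percentage points without WT1. No *Bcl3*-/- cluster met the rule for interferon-stimulated genes, so that −9.36 is a comparison with shares of 0 set by the rule, and gives no direction. In KO1 the cells with the MPEC genes were then a cluster of 48 cells, or 0.895%, which was left out as under 1%. The naming rule also keeps out clusters near its limits. A WT1 cluster of 861 cells (17.4%) was led by *Klrg1* and *Gzma*, and another of 672 cells (13.6%) by *Il7r*. In KO1, a cluster of 724 cells (13.5%) was led by *Il7r* and *Tcf7*.

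**Figure D1:**
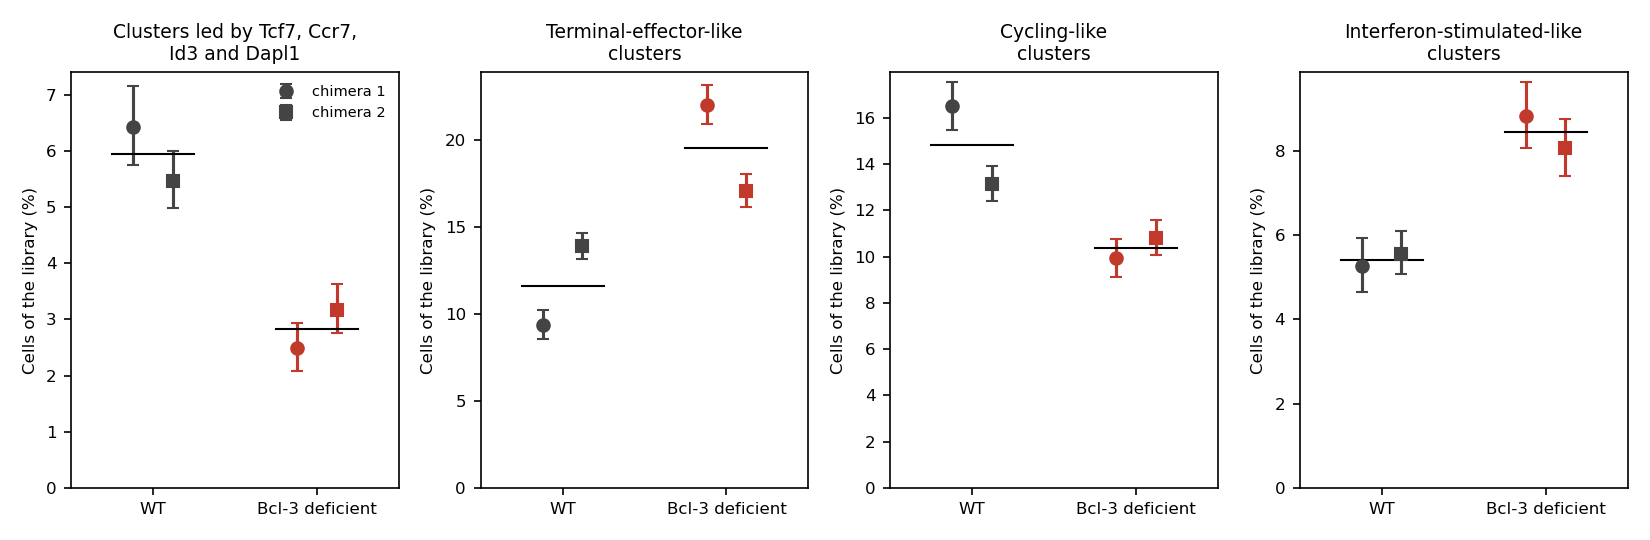
Cells of a library (percent, vertical axis) in each of 4 classes of clusters, by genotype (horizontal axis). Circles stand for chimera 1 and squares for chimera 2, vertical bars for exact 95% intervals of a library and horizontal lines for means, and the MPEC-gene clusters (left panel) hold 5.47% and 6.43% of the WT libraries and 2.49% and 3.17% of the *Bcl3*-/- libraries.

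From the smaller MPEC fraction and the larger fraction of terminally differentiated effectors in Fig 2B, together with its flow cytometry, the paper concludes that loss of Bcl-3 pushed CD8+ T cells towards the terminal effector stage and impeded the formation of memory precursors.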

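Taken within each chimera, the share of the MPEC-gene clusters in *Bcl3*-/- minus WT was −3.94 percentage points in chimera 1 and −2.30 in chimera 2. For the clusters with *Zeb2* and *Cx3cr1* it was 12.7 and 3.20 percentage points, for those with cell-cycle genes −6.57 and −2.34, and for those with interferon-stimulated genes 3.56 and 2.51.

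Shares of cells with a UMI of a gene do not depend on clusters. After thinning, *Zeb2* was found in 4.74% ± 0.256 (SD, n = 2) of WT and 7.02% ± 0.384 (SD, n = 2) of *Bcl3*-/- cells, higher by 2.19 percentage points in chimera 1 and by 2.37 in chimera 2 (exact permutation p = 0.33). As background, the MPEC-gene clusters gave 2.34% in WT and 0.626% in *Bcl3*-/-. B-like cells cannot serve for this gene, since *Zeb2* stood at 53.0 to 65.3 CPM there and at 30.7 to 42.1 CPM in the clusters without a name. *Cx3cr1* was found in 4.69% ± 0.934 of WT and 8.19% ± 1.15 of *Bcl3*-/- cells (B-like cells, 2.29% and 3.03%), and *Klrg1* in 13.8% ± 0.152 and 18.2% ± 1.92 (B-like cells, 2.26% and 4.97%). For each of these genes the exact permutation p was 0.33 as well. *Il7r* was found in 4.62% ± 1.69 of WT and 3.64% ± 1.46 of *Bcl3*-/- cells (B-like cells, 1.37% and 0.787%). The difference was −1.15 percentage points in chimera 1 and −0.821 in chimera 2. Both are smaller than the spread between libraries of a genotype (exact permutation p = 0.667). That spread includes the difference between the chimeras, and the permutation test does not use their pairing. Over both chimeras the *Il7r* difference was 0.210 percentage points without WT1 and 0.0476 without KO2, where the chimeras are no longer balanced. It was −0.0065 without thinning. *Tcf7* was found in 4.49% ± 1.04 of WT and 4.81% ± 0.704 of *Bcl3*-/- cells (B-like cells, 0.923% and 1.16%), again within the spread (exact permutation p = 0.667). The difference for *Tcf7* was −0.911 percentage points in chimera 1 and 1.55 in chimera 2, and over both it was −0.413 without WT2 and −0.178 without KO2.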

To validate the scRNA-seq findings, we analyzed markers of effector and memory precursor subsets in mice after acute infection by flow cytometry. Consistent with the scRNA-seq pattern, Bcl-3-deficient CD8^+^ T cells showed reduced proportions compared to WT of the MPEC subset (KLRG1^lo^ IL-7Rα^hi^ [CD127]) among GP33^+^ CD8^+^ T cells in both spleen and mLN from mixed bone marrow chimeras (Fig 2C and 2D). Analysis of spleen from *Bcl3*^*fl/fl*^ *CD8α Cre*^*+*^ mice 8 d p.i. also showed a reduced proportion (S3A and S3B Fig) as well as reduced absolute numbers of GP33^+^-specific KLRG1^lo^ IL-7Rα^hi^ CD8^+^ MPECs compared to controls (Fig 2E). Analysis of SLEC and MPEC subsets from WT mice suggested low level *Bcl3* expression in these subsets (S3C Fig). However, surface staining with these markers did not show upregulation of SLECs (KLRG1^hi^ IL-7Rα^lo^ subset) in either the chimeric mice or the CD8^+^ T cell conditional KO mice (Fig 2C–2E). This likely reflects the fact that the KLRG1^hi^ IL-7Rα^lo^ subset includes all effectors and not just the smaller population of terminal effector cells, which were the ones notably upregulated in *Bcl3*^*-/-*^ mice by scRNA-seq. However, we did observe higher PD1 expression by antigen-specific Bcl-3-deficient CD8^+^ T cells in chimeric mice (Fig 2F). Similarly, higher expression of PD1 was also noted on antigen-specific CD8^+^ T cells from conditional *CD8α Cre*^*+*^ KO mice (Fig 2G). Other effector markers like perforin, granzyme B and T-bet were comparable between control and conditional *CD8α Cre*^*+*^ KO mice (S3D–S3F Fig). However, consistent with the role of Eomes in memory CD8^+^ T cell development [10], GP33-specific CD8^+^ T cells from *Bcl3*^*fl/fl*^ *CD8α Cre*^*+*^ showed less expression of Eomes compared their control counterparts (S3G Fig). Furthermore, the conditional knockout mice contained higher serum IFN-γ levels compared to WT controls 5 d p.i. (S3H Fig). Higher PD1 expression and enhanced cytokine production suggest that Bcl-3-deficient CD8^+^ T cells were more differentiated compared to WT cells at this stage. Altogether these findings document a cell-autonomous regulatory role of Bcl-3 in formation of MPECs, most likely by restricting CD8^+^ T cell differentiation towards terminal effectors. To examine if this was caused by defective proliferation or survival of Bcl-3 deficient CD8^+^ T cells, we analyzed the proliferation and survival of these cells *in vitro* and *in vivo*. Activation of purified CD8^+^ T cells from *Bcl3*^*-/-*^ and control mice with CD3 and CD28 resulted in comparable proliferation after 3 days of culture, as indicated by dilution of the proliferation dye cell trace violet (S4A and S4B Fig) and by cell counts (S4C Fig). In these, experiments, CD8^+^ T cells from both genotypes also showed comparable apoptosis as checked by annexin V staining (S4D Fig). *In vivo* analyses found no detectable difference between *Bcl-3* null and control CD8^+^ T cells for proliferation and apoptotic cell death upon LCMV infection (S4E–S4H Fig).

### Efficient formation of memory CD8^+^ T cells is Bcl-3 dependent

MPECs have been shown to survive the contraction phase much better than SLECs and to form long lasting CD8^+^ T cell memory. Thus, any defect in MPEC formation during the acute effector response might lead to altered memory CD8^+^ T cell formation. Hence, we checked the status of LCMV epitope-specific CD8^+^ T cells at least 8 weeks after acute infection of mixed bone marrow chimeric mice, as well as of *Bcl3*^*fl/fl*^ *CD8α Cre*^*+*^ mice (Fig 3). MHC-I tetramer staining after 8 weeks p.i. of chimeric mice with LCMV Armstrong showed reduced proportions of GP33 epitope-specific CD8^+^ T cells in the absence of Bcl-3 (Fig 3A). Intracellular cytokine staining for IFN-γ- and IFN-γ + TNF-α-producing CD8^+^ T cells upon GP33 peptide stimulation also indicated defective memory formation by Bcl-3-deficient CD8^+^ T cells against LCMV (Fig 3B and 3C). In addition, analysis of CD8^+^ T cells in conditional *CD8α-Cre* knock-out mice after 8 weeks p.i. with LCMV revealed reduced absolute numbers of GP33^+^ CD8^+^ T cells compared to controls (Fig 3D). The conditional knock-out mice also showed reduced numbers of IFN-γ- and IFN-γ + TNF-α-secreting cells upon *ex vivo* stimulation of splenocytes with GP33 peptides (Fig 3E and 3F). However, we did not observe any defect in commitment towards central memory cell (T_CM_) formation by GP33-specific CD8^+^ T cells in the absence of Bcl-3, as observed by comparable proportions of CD62L^hi^ IL-7Rα^hi^ T_CM_ cells among WT and Bcl-3 knock-out cells in mixed bone marrow chimeric mice (S5 Fig). T_CM_ cells represent a long-lasting small fraction of memory cells that preferentially recirculates from blood through secondary lymphoid organs. These data establish Bcl-3 as a crucial transcription factor for formation of overall CD8^+^ T cell memory by promoting the formation of MPECs during the effector response.

**Fig 3:**
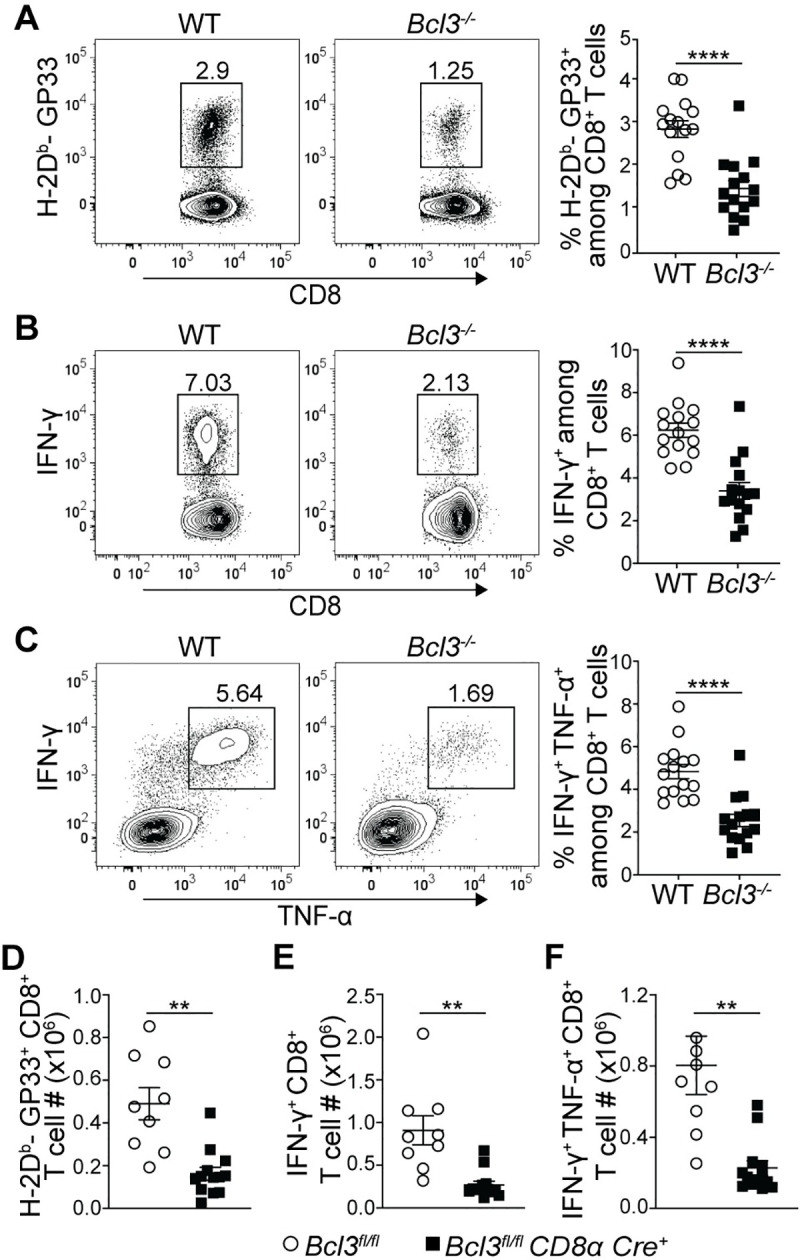
Bcl-3 is essential for efficient memory CD8^+^ T cell generation. (**A-C**) Spleens of mixed bone marrow chimeric mice were analyzed at least 8 weeks after LCMV Armstrong infection. (**A**) Representative contour plots show proportions of H-2D^b^-GP33 tetramer specific cells among WT or Bcl-3 KO CD8^+^ T cells in spleen (left). Right graph summarizes data from three independent experiments with n = 15 mice. Representative contour plots show proportions of IFN-γ (**B**; left panels) and IFN-γ + TNF-α (**C**; left panels) producing CD8^+^ T cells upon GP33 peptide stimulation *ex vivo* (left). Right graphs summarize data from three independent experiments with n = 15 mice for each CD8^+^ T cell genotype. (**D-F**) *Bcl3*^*fl/fl*^ and *Bcl3*^*fl/fl*^ *CD8α Cre* mice were infected with LCMV Armstrong and spleens were analyzed at least 8 weeks post infection. Data are from 2 independent experiments with n = 9–13 mice for each genotype. (**D**) Absolute numbers of H-2D^b^-GP33^+^ CD8^+^ T cells in spleen. (**E** and **F**) Absolute numbers of IFN-γ positive (**E**) and IFN-γ + TNF-α positive (**F**) CD8^+^ T cells after GP33 peptide stimulation *ex vivo*. Error bars indicate SEM. **p<0.01, ****p<0.0001.

### Bcl-3 deficient CD8^+^ T cells show defective recall responses

Defects in memory T cell formation by Bcl-3-deficient CD8^+^ T cells suggested a possible defect in recall responses. To investigate this, mixed bone marrow chimeric mice infected with LCMV Armstrong were re-challenged at least 8 weeks later with LCMV clone 13 to assess the overall CD8^+^ T cell memory response. Bcl-3-deficient CD8^+^ T cells showed reduced proportions of LCMV GP33 epitope-specific cells in spleen compared to their WT counterparts at day 5 post re-challenge (Fig 4A). This defective CD8^+^ T cell response in the absence of Bcl-3 was confirmed by reduced proportions of IFN-γ single positive (Fig 4B) and IFN-γ + TNF-α double positive cells (Fig 4C) in Bcl-3-deficient compared to Bcl-3-sufficient CD8^+^ T cells upon *ex vivo* stimulation with GP33 peptide.

**Fig 4:**
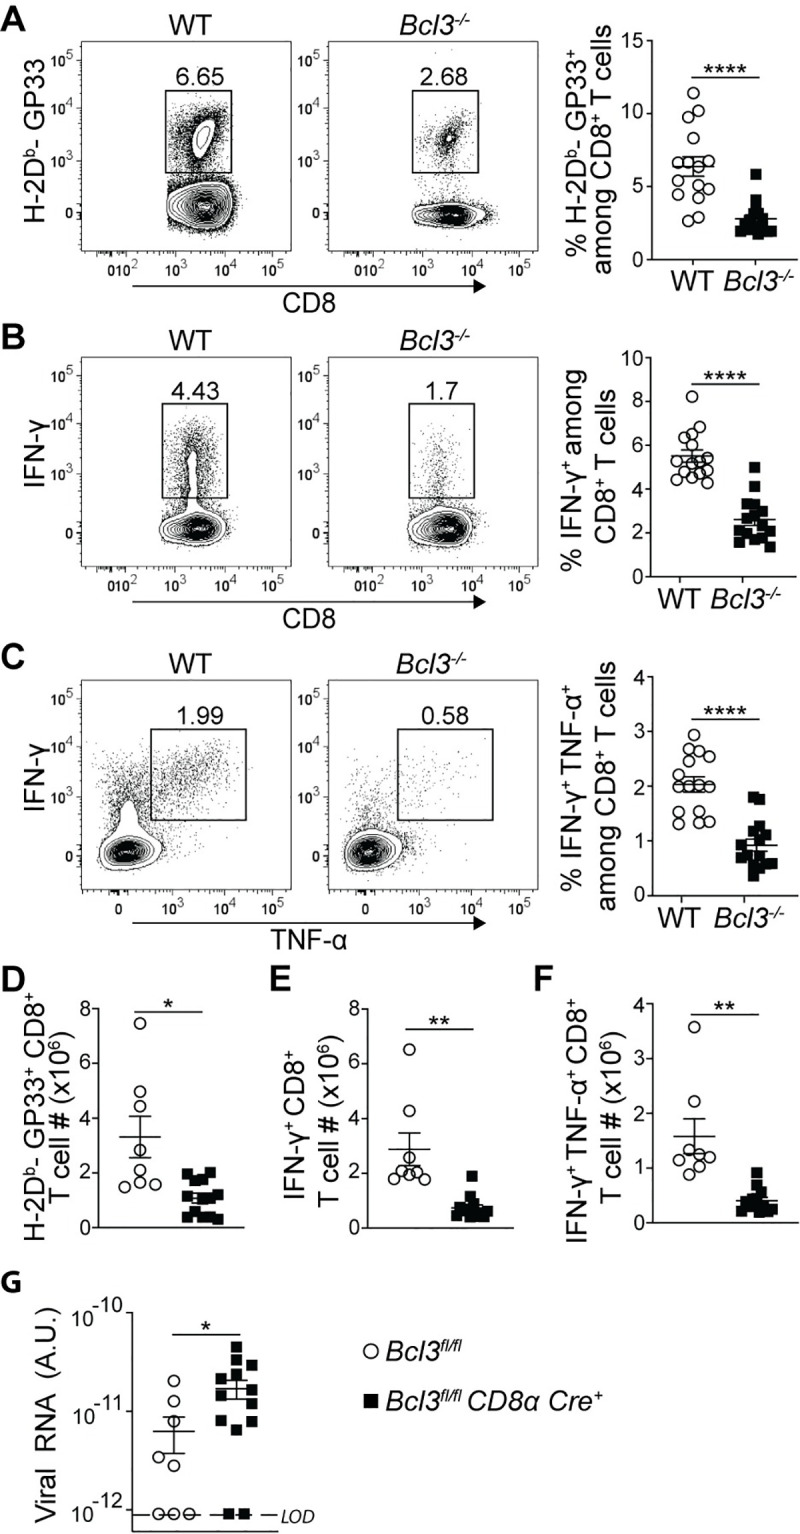
Bcl-3 deficient CD8^+^ T cells are defective in their anti LCMV recall response. (**A-C**) At least 8 weeks post LCMV Armstrong infection mixed bone marrow chimeras were challenged with LCMV clone 13. On day 5 post challenge, mouse spleens were analyzed for LCMV-specific CD8^+^ T cells. Plots are gated on WT or *Bcl3*^*-/-*^ CD8^+^ T cells. Representative contour plots show proportions of H-2D^b^-GP33 tetramer specific CD8^+^ T cells in spleen (**A**; left panels). Right graph summarizes data from three independent experiments with n = 15 mice for each CD8^+^ T cell genotype. Representative contour plots show proportions of IFN-γ (**B**; left panels) and IFN-γ + TNF-α (**C**; left panels) producing CD8^+^ T cells upon GP33 peptide stimulation *ex vivo*. Right graphs summarize data from three independent experiments with n = 15 mice for each CD8^+^ T cell genotype. (**D-F**) *Bcl3*^*fl/fl*^ and *Bcl3*^*fl/fl*^ *CD8α Cre* mice were infected with LCMV Armstrong and at least 8 weeks later mice were challenged with LCMV clone 13. Spleens were analyzed at day 5 post challenge. Data are from 2 independent experiments with n = 8–13 mice for each genotype. (**D**) Absolute numbers of H-2D^b^-GP33^+^ CD8^+^ T cells in spleen. Absolute numbers of IFN-γ (**E**) and IFN-γ + TNF-α (**F**) positive CD8^+^ T cells upon GP33 peptide stimulation *ex vivo*. (**G**) Serum viral load after 4 days of LCMV clone 13 challenge of LCMV Armstrong infected mice. n = 8–13 mice for each genotype. LOD = Limit of detection. Error bars indicate SEM. *p<0.05, **p<0.01, ****p<0.0001.

Recall experiments with mice bearing conditional CD8^+^ T cell-specific Bcl-3 knockouts confirmed the above findings, as we observed reduced absolute numbers of GP33^+^ CD8^+^ T cells directed against LCMV clone 13 compared to controls in this re-challenge scenario as well (Fig 4D). Furthermore, *ex vivo* stimulation with GP33 peptide resulted in reduced numbers of IFN-γ single positive (Fig 4E) as well as IFN-γ + TNF-α double positive CD8^+^ T cells (Fig 4F). To further strengthen our observation, we measured the level of LCMV-specific transcripts in mouse serum 4 days after re-challenge with clone 13. The Bcl-3-deficient CD8^+^ T cell-bearing mice showed compromised virus clearance compared to the control mice (Fig 4G). These results strongly suggest that Bcl-3 is an important transcriptional regulator to maintain proper recall responses of CD8^+^ T cells against LCMV infection.

### Bcl-3 overexpression restricts terminal differentiation and supports MPEC formation

The above data suggested that Bcl-3 deficiency diverted CD8^+^ T cell differentiation towards terminal effectors leading to decreased MPECs and thus poor memory formation and recall responses. Hence, we also checked the effect of Bcl-3 over-expression in CD8^+^ T cells differentiation by using Bcl-3 transgenic mice. Bcl-3 transgenic (*Bcl3 Tg*) mice provide constitutive Bcl-3 expression in targeted cells where Cre mediated excision removes a stop codon upstream of the transgene to drive its expression [38]. We crossed *Bcl3 Tg* mice with *CD4-Cre* mice to facilitate Bcl-3 expression in all T cells. Acute LCMV infection of transgenic mice showed reduced proportions and absolute numbers of GP33^+^ CD8^+^ T cells in spleen of *CD4-Cre*^+^ mice 8 d p.i. (Fig 5A). These findings were further supported by reduced proportions and absolute numbers of IFN-γ- or INF-γ + TNF-α-secreting cells upon *ex vivo* stimulation of splenocytes with GP33 peptide (Fig 5B and 5C). The data suggest that Bcl-3 had an inhibitory effect on acute CD8^+^ T cell activation and proliferation in response to LCMV infection. A prior report also implicated Bcl-3 overexpression in slowing T cell proliferation in response to superantigen exposure [33]. In our *in vivo* LCMV infection study, further analysis of GP33^+^ CD8^+^ T cells for MPEC and SLEC subsets however revealed reduced proportions of SLECs and higher proportions of MPECs in the presence of continuous Bcl-3 expression compared to controls (Fig 5D and 5E). In addition, the proportions of IFN-γ producers among GP33^+^ CD8^+^ T cells (comparing their absolute numbers) (Fig 5F) and TNF-α^+^ cells among IFN-γ producers were also reduced in these Bcl-3 transgenic mice (Fig 5G). To confirm these findings, we additionally generated bone marrow chimeras in sub-lethally irradiated *Rag1*^*-/-*^ mice using CD45.2^+^ mice bearing the Bcl-3 transgene without *Cre* (WT-like, not expressing transgenic Bcl-3) and CD45.1^+^ WT mice or from CD45.2^+^ mice bearing the Bcl-3 transgene with *CD4-Cre* (expressing Bcl-3 in T cells) and CD45.1^+^ WT mice. While the ratios of Bcl-3 transgene non-expressing/WT relative to Bcl-3 transgene-expressing/WT CD8^+^ T cells were similar in uninfected chimeric mice, LCMV infection led to a reduction in the ratios of transgenic Bcl-3-expressing CD8^+^ T cells relative to non-expressors at day 8 p.i. (S6A Fig). Among these CD8^+^ T cells, those expressing the transgene exhibited notably lower ratios of LCMV antigen-specific cells (GP33^+^ cells among CD8^+^ T cells) in particular (S6B Fig), but at the same time, higher ratios of MPECs and lower ratios of SLECs among GP33^+^ CD8^+^ T cells (S6C Fig). Furthermore, ex vivo stimulation with GP33 yielded lower ratios of IFN-γ- and IFN-γ + TNF-α-producers in Bcl-3 transgene expressing CD8^+^ T cells over controls (S6D Fig). Together, these data suggest that Bcl-3 is critical throughout T cell differentiation, wherein it first inhibits activation and proliferation of CD8^+^ T cells and possibly as a consequence, limits their terminal differentiation to support instead the formation of MPECs.

**Fig 5:**
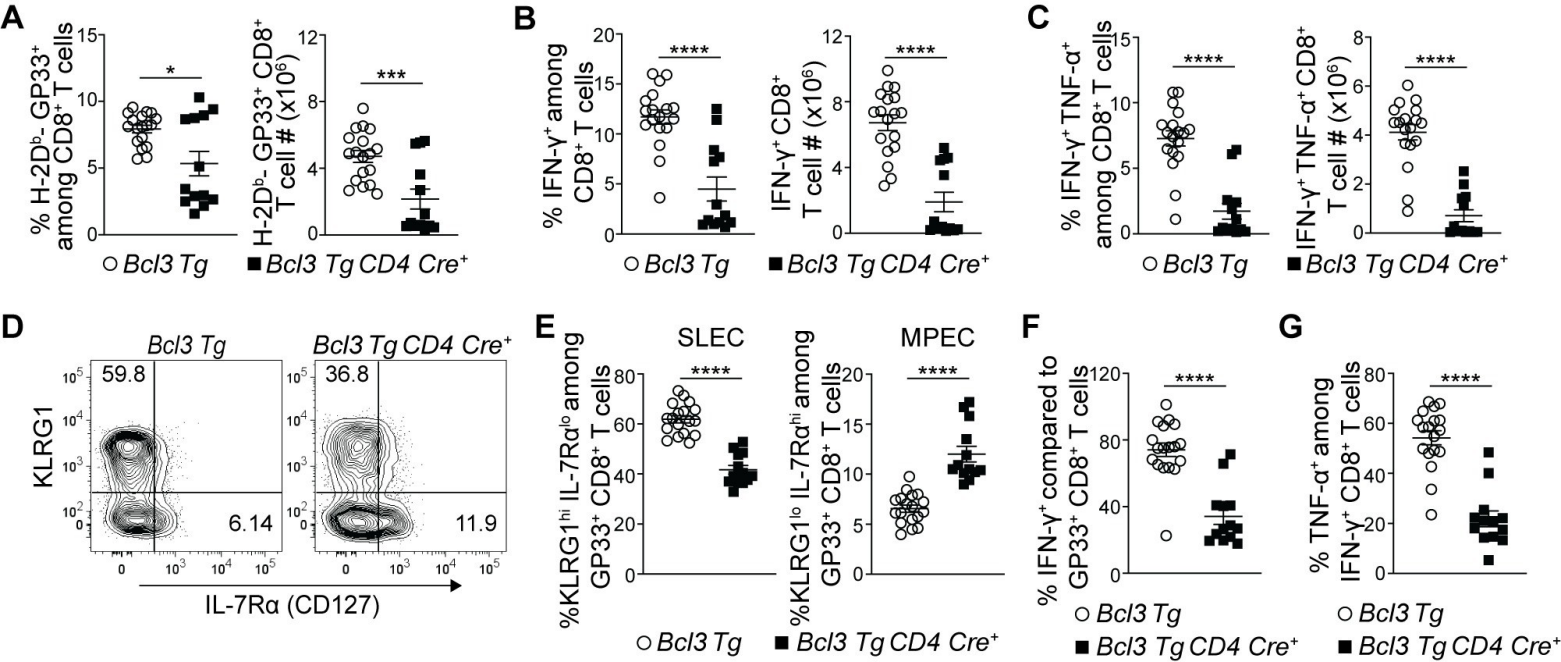
Constitutive Bcl-3 expression restricts CD8^+^ T cell terminal differentiation and supports formation of MPECs. (**A-G**) *Bcl3 Tg CD4 Cre* and *Bcl3 Tg* (control) mice were infected with LCMV Armstrong, and spleens were analyzed 8 d p.i. (**A**) Graphs show proportions (left) and absolute numbers (right) of H-2D^b^-GP33^+^ CD8^+^ T cells. Proportions (left panels) and absolute number (right panels) of IFN-γ (**B**) and IFN-γ + TNF-α (**C**) producing CD8^+^ T cells upon GP33 peptide stimulation *ex vivo*. (**D**) Representative contour plots show proportions of SLEC and MPEC cells among H-D^b^-GP33^+^ CD8^+^ T cells in spleen with surface markers as indicated. (**E**) Graphs summarize proportions of SLEC (left panel) and MPEC (right panel) subsets on H-D^b^-GP33^+^ CD8^+^ T cells as shown in (**D**). (**F**) Relative percentages of IFN-γ producing cells among H-D^b^-GP33^+^ CD8^+^ T cells. (**G**) Proportion of TNF-α producing cells among IFN-γ^+^ CD8^+^ T cells upon GP33 peptide stimulation *ex vivo*. Data are summarized from three independent experiments with n = 13–18 mice for each genotype. Error bars indicate SEM. *p<0.05, ***p<0.001, ****p<0.0001.

## Discussion

The acute effector response of CD8^+^ T cells is key for efficient pathogen clearance, but it also shapes the quantity and quality of memory CD8^+^ T cells, which are required for efficient immunity upon re-encounter with the pathogen at a later time. Thus, it is critical to understand how the complex heterogeneity of the acute CD8^+^ T cell response is regulated at the molecular level in order to find the best strategies for efficient vaccinations and anti-tumor activities, both of which rely on robust memory. Limited previous studies have suggested a role for the oncogenic NF-κB regulator Bcl-3 in CD8^+^ T cell differentiation, potentially aiding their survival *in vitro* upon activation [31] or boosting super-antigen-induced IFN-γ production upon secondary stimulation *ex vivo* [30]. However, the role of Bcl-3 in CD8^+^ T cell differentiation and function during a pathogenic challenge *in vivo* has not been investigated, a process which begins with a complex, heterogeneous acute primary response, virus clearance, and ends with the formation of memory cells.

Here we explored the role of Bcl-3 in CD8^+^ T cell differentiation and function with the LCMV infection model, a well-established model ideally suited for this purpose. We show that Bcl-3, acting cell-autonomously, is critical in the normal formation of memory precursor effector CD8^+^ T cells (MPECs). We found at first glance that the magnitude of the acute primary response was not Bcl-3-dependent, since the overall proportion and absolute numbers of anti-LCMV-specific CD8^+^ T cells that were generated were unaffected by the absence of Bcl-3 in these cells. However, deeper analysis involving single-cell RNA-seq as well as flow cytometry of differentiating CD8^+^ T cell subpopulations revealed that the course of differentiation was fundamentally skewed. Lack of Bcl-3 pushed naïve CD8^+^ T cells towards the terminal effector stage, while impeding their ability to become memory precursors. Terminal effector cells are destined to die during the contraction phase after the virus has been largely cleared, while memory precursors form longer lasting memory cells. This explains why we found notably fewer Bcl-3-deficient than Bcl-3-sufficient anti-LCMV CD8^+^ T cells after the contraction phase, when terminal effectors have been mostly eliminated, while memory cells have persisted. The physiologic relevance of these findings was revealed in recall experiments, which showed that loss of Bcl-3 in CD8^+^ T cells weaken their response to re-infection with LCMV and impaired clearance of the virus.

It is noteworthy that two distinct Bcl-3 knockout approaches employed here led to the same results. Mixed bone marrow chimeras containing both WT and KO CD8^+^ T cells in the same mouse allow identification of purely CD8^+^ T cell-autonomous effects of Bcl-3, independent of the surrounding milieu, whereas conditional knockouts of Bcl-3 specific to mature CD8^+^ T cells allow identification of cell-intrinsic effects, i.e. loss of Bcl-3 in these cells only (not in any other cells); in the latter case, however, extrinsic feedback communication with other cells may occur to also affect the results. For example, CD8^+^ T cells lacking Bcl-3 might change production of an extrinsically acting factor in a pathway involving other cells that then feeds back to the deficient CD8^+^ T cells, thereby possibly altering their differentiation or function indirectly. In chimeric mice both WT and KO CD8^+^ T cells are present and experience the identical milieu, so such indirect extrinsic effects are not detected. Since use of conditional CD8^+^ T cell-specific knockouts yielded the same results as chimeric mice, our data suggest that indirect extrinsic effects did not occur or were negligible during both the primary and recall responses. It is possible of course that in different contexts indirect extrinsic effects might also contribute in addition to the cell-autonomous effects, including e.g. long-term chronic infections.

Bcl-3 is likely to modulate gene expression during a delayed-early phase in CD8^+^ T cell activation/differentiation to alter the transcriptional profile in a way that suppresses terminal differentiation pathways. It may do so by partially modulating the expression of many of the NF-kB-regulated genes, rather than by changing expression of only a few select target genes. Bcl-3 RNA was induced early, though not immediately, upon activation in vitro, peaking by around 6 h. The Bcl-3 protein might of course have a more extended lifespan in the nucleus and could also be subject to functionally relevant post-translational modifications during that time. In any case, by day 8 p.i., the various subpopulations detected in KO and WT CD8^+^ T cells appeared to have fairly similar transcriptional profiles. This suggests that once a CD8^+^ T cell had chosen its path earlier during the infection, under the influence of Bcl-3, thereafter Bcl-3 no longer controlled gene expression, at least not the genes that could be detected in our scRNA-seq analysis. It will be of great interest to investigate gene expression during the first 24–48 hours after infection. 

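Expression was also compared between the genotypes within each class of clusters, on UMI counts summed per class and library (n = 2 per genotype). In the MPEC-gene clusters, with 132 to 437 cells and 543192 to 1154804 UMIs per library, edgeR's quasi-likelihood test at an adjusted p of 0.05 called 40 genes higher and 8 lower in *Bcl3*-/- cells, of 6523 tested. It called 28 higher and 24 lower of 8478 in the clusters with *Zeb2* and *Cx3cr1*, and 19 higher and 5 lower of 9223 in those with cell-cycle genes. In the clusters with interferon-stimulated genes, 22 were higher and 11 lower of 7522. In the clusters that met the rule for no list, 7 were higher and 2 lower of 10332. In cells of other types, 35 were higher and 20 lower of 4184 in the B-like clusters and 77 were higher and 14 lower of 7402 in the myeloid-like clusters, whose make-up differs between the libraries. Of the calls in the 5 other classes, in the order given, 14, 17, 18, 14 and 9 were among the genes called over all cells. The classes differ in UMIs, which limits how far their counts can be compared.

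A replicate block for chimera raised these 5 totals to 150, 116, 139, 166 and 952 genes. It also changed the balance of directions, to 51 higher and 65 lower in the clusters with *Zeb2* and *Cx3cr1* and to 54 and 112 in those with interferon-stimulated genes. In the latter, more genes were lower than higher without each single library as well, with 124 and 155 without WT1, 45 and 52 without WT2, 50 and 55 without KO1 and 30 and 38 without KO2. Without WT2 it was 23 and 39 in the clusters with *Zeb2* and *Cx3cr1* and 19 and 55 in those without a name. Leaving out WT1 gave 338 genes in the clusters with *Zeb2* and *Cx3cr1*, 96 in those with cell-cycle genes, 279 in those with interferon-stimulated genes and 30 in the clusters without a name. Leaving out WT2 gave 164, 97 and 74 genes in the last 3 of these classes. Without KO1 it was 90 genes in the MPEC-gene clusters, 48 in those with cell-cycle genes, 105 in those with interferon-stimulated genes and 86 in the clusters without a name, and without KO2 it was 68 and 19 in the latter pair. In B-like clusters 13 genes were called without WT2, and in myeloid-like clusters 163 without WT2, 240 without KO1, 228 without KO2 and 491 with the block. Within the MPEC-gene clusters, *Id2* had a log2 fold change of 1.49 (standard error 0.17, adjusted p = 2.8e-05 from the edgeR test). It stood there at 222 CPM in WT1 and 206 CPM in WT2 against 633 CPM in KO1 and 557 CPM in KO2. The B-like clusters, as background, held 155 CPM, 156 CPM, 285 CPM and 212 CPM of *Id2* in the same order (log2 fold change 0.74; edgeR, adjusted p = 0.104). In the clusters with *Zeb2* and *Cx3cr1*, *Prf1* had a log2 fold change of −1.40 (standard error 0.18, adjusted p = 0.00809 from the edgeR test).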

The current acute natural infection model however does not generate enough cells to allow a full analysis at this early time. This issue might be approached in future experiments with transfer of sufficient numbers of antigen-specific T cells, however, such an approach creates an artificial situation when compared to the physiologic infection model employed here. Cell transfer experiments might also be useful to shed some light on the origin of the various effector subpopulations present at 8 d p.i. On the other hand, these subpopulations may simply represent different phases/activation stages of an effector cell at or near the height of the acute primary response, rather than reflecting truly distinct types of CD8^+^ T cells.

The CD8^+^ T cell effector response is central to clearing several bacterial, viral and fungal pathogens. CD8^+^ T cells are also preferentially used in chimeric antigen receptor (CAR) T cell therapies to fight cancer. Since Bcl-3 deficiency led to an enhanced effector but impaired memory CD8^+^ T cell response, it will be of great interest to investigate the role of Bcl-3 in CD8^+^ T cells in other acute and persistent infection and tumor models. It is conceivable that manipulation of Bcl-3 regulation/expression in e.g. CAR CD8^+^ T cells might allow for improved anti-cancer activities of these cells. A better understanding of the molecular targets of Bcl-3 as well as the regulation of Bcl-3 itself during CD8^+^ T cell differentiation should further aid in these efforts.

## Materials and methods

### Ethics statement

All animal handling procedures and experiments were approved by the NIAID Animal Care and Use Committee (protocol LMI-23E).

### Mice

*Rag1*^*-/-*^ (Taconic line 146) were purchased from Taconic Biosciences (Germantown, NY, USA). B6.SJL (CD45.1, JAX stock #002014), *Cd4-Cre* (JAX stock #17336) and *CD8α-Cre* (JAX stock #008766) mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). *Bcl3 Tg* [38], *Bcl3*^*-/-*^ and *Bcl3*^*fl/fl*^ mice were described by us previously [39]. Anti-GP33 T cell receptor (P14) mice were generously provided by Dr. Ethan M. Shevach (NIAID/NIH) and crossed with *Bcl3*^*-/-*^ mice. All mice bore the C57BL/6 background. To generate chimeric mice, WT (CD45.1) and *Bcl3*^*-/-*^ *or Bcl3 Tg CD4 cre / control* (CD45.2) bone marrows were mixed in 1:1 ratio and transferred into sub-lethally irradiated (400 rads) *Rag1*^*-/-*^ mice. Chimeric mice were infected with LCMV at least 6 weeks after reconstitution. All mice were housed in pathogen-free conditions in the NIAID animal facility.

### Viral infection

LCMV strains (Armstrong and Clone 13) were kind gifts from Dr. Ethan M. Shevach. Mice were injected with 2x 10^5^ pfu of LCMV Armstrong intra-peritoneally for analyses of primary anti-LCMV T cell response and for generation of memory T cells. To check recall responses at least 8 weeks after prior infection with LCMV Armstrong, these mice were challenged via intravenous injection with 2 x 10^6^ pfu of LCMV Clone 13. Viral titers of stocks were determined by plaque assay on Vero cell monolayer [40].

### Bcl-3 mRNA quantitation

CD8^+^ T cells were purified from WT mice spleens by MACS with the CD8a^+^ T cell isolation kit (Miltenyi Biotec, Auburn, CA, USA). Purified cells were kept at rest for 12 hours in T cell media (RPMI with 10% FBS, 10 mM HEPES, 1% non-essential amino acids, 1 mM sodium pyruvate, 100 units/ mL penicillin, 100 units/ mL streptomycin and 55 nM β-ME). After 12 h, cells were stimulated with plate bound CD3ε (145-2C11, 2 μg/mL) and soluble αCD28 (37.51, 1 μg/mL) (both from BioXcell, West Lebanon, NH, USA) in T cell media supplemented with murine IL-2 (10 ng/mL, PeproTech, Rocky Hill, NJ, USA). Cells were collected at various time points. For *in vivo Bcl3* kinetic analysis, CD8^+^ T cells were purified from LCMV infected or naïve mice spleen by CD8a (Ly-2) microbeads (Miltenyi Biotec, Auburn, CA, USA) at various time points. RNA was prepared by RNeasy mini kit and cDNAs were synthesized using QuantiTect reverse transcription kit (both from Qiagen, Hilden, Germany). *Bcl3* levels were quantified relative to *Gapdh* by TaqMan assays on Quantstudio3 real time system (Applied Biosystems by Thermo Fisher Scientific, Carlsbad, CA, USA).

### Analysis of proliferation and apoptosis

CD8^+^ T cells were purified from mouse spleen by MACS with the CD8a^+^ T cell isolation kit (Miltenyi Biotec, Auburn, CA, USA) and stained with cell trace violet (CTV) proliferation dye eBioscience (Thermo Fisher Scientific, Eugene, OR, USA). 0.2 x10^6^ cells were stimulated with plate bound anti-CD3ε (145-2C11, 2 μg/mL) and soluble αCD28 (37.51, 1 μg/mL) (both from BioXcell, West Lebanon, NH, USA) in T cell media supplemented with murine IL-2 (10 ng/mL, PeproTech, Rocky Hill, NJ, USA). Proliferation was measured by dilution of the proliferation dye and apoptosis was assessed with an Annexin V apoptosis detection kit with 7-AAD from BioLegend (San Diego, CA, USA). For *in vivo* proliferation comparison, CD8^+^ T cells were purified from WT and *Bcl3* KO P14 mouse spleen by MACS with the CD8a^+^ T cell isolation kit (Miltenyi Biotec, Auburn, CA, USA) and stained with cell trace violet (CTV) proliferation dye eBioscience (Thermo Fisher Scientific, Eugene, OR, USA). 1 x10^6^ cells were adoptively transferred to congenic recipient mice. The next day, mice were infected with LCMV Armstrong and mesenteric lymph nodes were analyzed 4 days after infection.

### Quantitation of serum IFN-γ levels

Day 5 post LCMV Armstrong infection, serum was collected from peripheral blood and stored in -80^0^ C until analyzed. Serum samples were analyzed for IFN-γ with ELISA assay kit (R&D systems, Inc., Minneapolis, MN, USA) as per the manufacturer’s instructions.

### Bcl-3 qPCR for knock down efficiency

Specific cell types were sorted from mouse spleen suspension. Genomic DNA were extracted from sorted cells with the help of Maxwell 16 Tissue DNA Purification Kit (Promega, Madison, WI, USA). qPCRs were done from extracted genomic DNA to determine knockdown efficiency of *CD8a-Cre* expression by detecting Flox and knockout bands from Bcl-3 genomic region. For Flox band amplification: Fwd- CGTCCCCAGAGCCCGCAACCAC, Rev- GGGCCTCTCAACCTCTTTCCTA primer pair, while for knockout band: Fwd- GCGCCGCCCCGACTGAC, Rev- GGGCCTCTCAACCTCTTTCCTA primer pair were used.

### Flow cytometry

Single cell suspensions of spleens and LNs were stained with Live/Dead Aqua (Life Technologies Corporation, Eugene, OR, USA) along with surface antibodies as indicated as well as with GP33-MHC-I tetramers (NIH, NIAID tetramer core facility, Atlanta, GA, USA) at 4^0^ C for FACS analysis. For intracellular cytokine staining, splenocytes were stimulated with GP33 peptide (200 ng/mL, Peptide 2.0 Inc, Chantilly, VA, USA) for 4 hours in presence of protein transport inhibitor cocktail (eBioscience; Thermo Fisher Scientific, Carlsbad, CA, USA). Cells were stained for surface markers, fixed and permeabilized to stain for intracellular cytokines. Data were analyzed using FlowJo software (Becton Dickinson, Ashland, OR, USA). The following antibodies were used: CD8α (53–6.7), CD62L (MEL-14), Perforin (S16009A), Eomes (Dan11mag), T-bet (ebio4B10), Granzyme B (NGZB) and CD127 (A7R34) from eBioscience (Thermo Fisher Scientific, Carlsbad, CA, USA), KLRG1 (2F1/KLRG1), IFN-γ (XMG1.2), TNF-α (MP6-XT22), CD45.1 (A20), CD45.2 (104) and PD1 (29F.1A12) from BioLegend (San Diego, CA, USA), CD44 (IM7) and CD3ε (145-2C11) from BD PharMingen (BD Biosciences, San Jose, CA, USA).

### Determination of serum virus titers

On day 4 post LCMV Clone 13 challenge, serum was isolated from peripheral blood of infected mice and stored at -80^0^ C. Viral RNA was extracted with PureLink Viral RNA/DNA mini kit (Invitrogen; Thermo Fisher Scientific, Carlsbad, CA, USA) as per the manufacturer’s instructions. Isolated RNA was reverse transcribed using QuantiTect reverse transcription kit (Qiagen, Hilden, Germany). The prepared cDNA was quantified by real-time PCR with PowerUp SYBR green master mix (Applied Biosystems; Thermo Fisher Scientific, Vilnius, Lithuania) on a QuantStudio 3 real time system (Applied Biosystems; Thermo Fisher Scientific, Carlsbad, CA, USA). For identification of LCMV transcripts, primers specific for the LCMV segment S envelope glycoprotein (GP) gene (Fwd-CATTCACCTGGACTTTGTCAGACTC, Rev- GCAACTGCTGTGTTCCCGAAAC) were used [41].

### Single-cell RNA sequencing

Splenic T cells were sorted from LCMV-infected chimeras, loaded onto a 10X Genomics Chromium platform to generate cDNAs carrying cell- and transcript-specific barcodes that were used to construct sequencing libraries using the Chromium Single Cell 3′ Library & Gel Bead Kit v2 according to the manufacturer instructions [37]. Libraries were sequenced on the Illumina NextSeq using paired-end 26x98bp in order to reach a sequencing saturation greater than 50%, resulting in 8,000–26,000 reads/cell. Data were analyzed as previously described [42]. Briefly, single-cell sequencing files were processed, and count matrices extracted using the Cell Ranger Single Cell Software Suite (v2.2.0). Further analyses were performed in R using the Seurat package (3.0) [43]. 

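These filters were applied here to all barcodes in the counts. At least 500 genes were detected in 4997 barcodes of WT1, 8154 of WT2, 5380 of KO1 and 6538 of KO2. The limit on mitochondrial UMIs then removed 56, 62, 14 and 44 of them in the same order. Between 94.4% (WT2) and 95.3% (WT1) of the UMIs of a library lay in the cells kept.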

Data were pre-processed by removing genes expressed in fewer than 2 cells and excluding cells expressing fewer than 500 genes, or more than 10% mitochondrial genes. Reduction of data dimensionality was performed on the first 15 principal components (PC) calculated on the highly variable genes. Clustering was performed separately for each sample, and further analyses, including UMAP visualization, were performed after merging datasets using the *MergeSeuratObjects* function. 

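Clusters under 1% of a library were left out here too, which left 13 of 14 clusters in WT1, 11 of 13 in WT2 and 13 of 15 in both KO1 and KO2. A cluster led by *Jchain*, *Mzb1* and *Slpi* held 0.964% of WT2, 0.745% of KO1 and 0.739% of KO2 and was left out there. In WT1 it held 1.01% (50 cells) and was kept, among the clusters without a name. Clusters led by *Ngp* and *S100a9* held 0.870% of WT1 and 0.396% of WT2 and were left out, while those of KO1 (2.09%) and KO2 (1.56%) were kept among the myeloid-like clusters.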

Clusters representing less than 1% of each population (which corresponds to the expected duplicate capture rate) were excluded from downstream analyses.

### Statistical analyses

Statistical significance is reported in figures and figure legends. Unpaired two-sided Student’s *t*-test was performed to calculate statistical significance with GraphPad Prism software (version 8, San Diego, CA). If *F* test showed significant variance between groups, Welch’s correction was applied.

## Supporting information

S1 Fig CD8^+^ T cell stimulation induces *Bcl3* mRNA. (**A**) *Bcl3* mRNA levels in purified CD8^+^ T cells upon CD3 and CD28 stimulation. n = 4 mice. (**B**) *Bcl3* mRNA levels in bead-purified CD8^+^ T cells from spleens of uninfected and LCMV Armstrong-infected WT mice (C57BL/6). n = 3 mice for each time point. (**C**) Ratio of CD4/CD8 T cells in blood of uninfected mixed bone marrow chimeric mice after at least 6 weeks of reconstitution. Data is representative of three independent experiments. n = 20 mice. (**D**) Knock down efficiency of *Bcl3* in *CD8α Cre* mice. Bcl3-Flox and knock-out bands were checked by qPCR from DNA of sorted cells of specific genotypes, as shown. (**E**) Spleens of uninfected *Bcl3*^*fl/fl*^ and *Bcl3*^*fl/fl*^ *CD8α Cre*^*+*^ mice were analyzed for CD8^+^ T cell subsets. n = 9–10 mice for each genotype. Error bars represents SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. ns = not significant.
(TIF) Click here for additional data file.

S2 Fig Bcl-3 restricts CD8^+^ T cell differentiation. (**A**) Experimental protocol: At least 6 weeks post reconstitution, mixed bone marrow chimeric mice were infected with LCMV Armstrong. At 8 d p.i., GP33 tetramer^+^ CD8^+^ WT or Bcl-3 KO cells were sorted and subjected to single cell RNA sequencing. (**B**) UMAP plots show the relative expression of the indicated genes in Bcl-3 KO and WT cells from the experiment shown in Fig 2. (**C**) Heatmap shows row-standardized expression of selected genes among clusters of Bcl-3 KO and WT cells in an independent experiment performed with another mixed bone marrow chimera and processed as described in Fig 2. For each genotype, percentages indicate the size of individual clusters relative to the total population. Cluster A’, B_1_’/ B_2_’, C’, D_1_’/D_2_’, E’, F’ and G’ of the replicate set are roughly equivalent to clusters A, B, C, D, E, F and G of the first set in Fig 2, respectively (in this analysis the program distinguished more effector subsets).
(TIF) Click here for additional data file.

S3 Fig Bcl-3 supports formation of memory precursor CD8^+^ T cells. (**A** and **B**) GP33-epitope specific CD8^+^ T cells from spleens of *Bcl3*^*fl/fl*^ and *Bcl3*^*fl/fl*^ *CD8α Cre* mice were analyzed for SLEC and MPEC subsets on day 8 post-acute LCMV infection. n = 5–6 mice for each genotype. (**C**) *Bcl3* mRNA levels in various effector subsets of WT CD8^+^ T cells specific for any of three LCMV epitopes (GP33, GP276, NP396), at day 8 post LCMV Armstrong infection. n = 4 mice. (**D-G**) GP33-epitope specific spleen CD8^+^ T cells from *Bcl3*^*fl/fl*^ and *Bcl3*^*fl/fl*^ *CD8α Cre* mice were analyzed for the indicated effector markers by flow cytometry at day 8 post-acute LCMV infection. n = 5–6 mice for each genotype. (**H**) Serum IFN-γ levels on day 5 post-acute LCMV infection. Data are cumulative from 3 independent experiments. Error bars represent SEM with n = 16–22 mice for each genotype. **p<0.01, ***p<0.001, ****p<0.0001, ns = non-significant.
(TIF) Click here for additional data file.

S4 Fig Bcl-3 deficiency does not alter CD8^+^ T cell proliferation and apoptotic potential. (**A-D**) 2 x 10^5^ cell trace violet-stained purified CD8^+^ T cells from *Bcl3*^*-/-*^ and control mouse spleen were cultured for 72 hours in the presence of plate-bound anti-CD3ε (2 μg/mL) plus soluble anti-αCD28 (1 μg/mL) along with murine IL-2 (10 ng/mL). Data are averages of two independent experiments with n = 5 for each genotype. (**A**) Representative plot for cell division. (**B**) Percentages of nondividing and dividing cells. (**C**) Number of live cells by trypan blue staining. (**D**) Percentages of annexin V^+^ (apoptotic) cells. (**E** and **F**) GP33-epitope specific CD8^+^ T cells from spleens of *Bcl3*^*fl/fl*^ and *Bcl3*^*fl/fl*^ *CD8a Cre* mice were analyzed on day8 post-acute LCMV infection. Data are averages of two independent experiments with n = 10–11 mice for each genotype. (**E**) Percentages of annexin V^+^ 7AAD^-^ cells (apoptotic cells) among H-2D^b^-GP33^+^ CD8^+^ T cells. (**F**) Percentages of annexin V^+^ 7AAD^+^ cells (dead cells) among H-2D^b^-GP33^+^ CD8^+^ T cells. (**G** and **H**) 1x10^6^ cell trace violet-stained purified WT or *Bcl3*^*-/-*^ CD8^+^ T cells from P14 transgenic mice were adoptively transferred to congenic recipient mice. On the next day, mice were infected with LCMV Armstrong and mesenteric lymph nodes were analyzed 4 days after infection. n = 4 mice in each group. (**G**) Representative plot for cell division. (**H**) Percentages of more dividing cells as gated in G. Error bars indicate SEM. ns = non-significant.
(TIF) Click here for additional data file.

S5 Fig Bcl-3 deficiency does not affect ability of CD8^+^ T cells to form central memory T cells (T_CM_). (**A** and **B**) 8 weeks post LCMV Armstrong infection mixed bone marrow chimeras were analyzed for T_CM_ and T_EM_ subsets in spleen. (**A**) Representative contour plots show T_CM_ (CD62L^hi^ IL-7Rα^hi^) and T_EM_ (CD62L^lo^ IL-7Rα^hi^) subsets among H-2D^b^-GP33^+^ CD8^+^ T cells. (**B**) Graph summarizes data from three independent experiments with error bars representing SEM. n = 15 mice for each CD8^+^ T cell genotype. ns = not significant.
(TIF) Click here for additional data file.

S6 Fig Bcl-3 restricts terminal differentiation and supports MPEC formation. (**A**) After at least 6 weeks of reconstitution, ratio of proportions of Bcl3 transgene non-expressing or expressing cells to WT cells among CD8^+^ T cells in mixed bone marrow chimeric mice before infection (in blood) or at day 8 of LCMV Armstrong infection (spleen). Graph summarize data from two independent experiments with n = 10 mice each group. (**B-D**) After at least 6 weeks of reconstitution, mixed bone marrow chimeras were infected with LCMV Armstrong and spleens were analyzed 8 d p.i. Graphs summarize data from two independent experiments with n = 10 mice each group. (**B**) Ratio of proportions of GP33 tetramer^+^ cells among CD8^+^ T cells from chimeric mice containing a non-expressing Bcl-3 transgene or containing a Bcl-3 expressing transgene. (**C**) Ratio of proportions of KLRG1^hi^ IL-7Rα^lo^ cells (SLEC, left graph) and KLRG1^lo^ IL-7Rα^hi^ cells (MPEC, right graph) among GP33^+^ CD8^+^ T cells from chimeric mice containing a non-expressing Bcl-3 transgene or containing a Bcl-3 expressing transgene. (**D**) Ratio of proportions of IFN-γ^+^ cells (left graph) and IFN-γ^+^ TNF-α^+^ cells (right graph) among CD8^+^ T cells from chimeric mice containing a non-expressing Bcl-3 transgene or containing a Bcl-3 expressing transgene upon *ex vivo* stimulation of splenocytes with GP33 peptide. Error bars represents SEM. **p<0.01, ****p<0.0001. ns = not significant.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

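Single cells from the spleens of 2 mixed bone marrow chimeras were measured on day 8 after infection with LCMV Armstrong, as 1 WT (CD45.1) and 1 *Bcl3*-/- (CD45.2) library per chimera. The 4 libraries are WT1 and KO1 from chimera 1 and WT2 and KO2 from chimera 2, which gives n = 2 libraries per genotype. The authors prepared 3′ libraries of GP33 tetramer-positive CD8+ T cells with the 10x Genomics kit (version 2), sequenced them, and aligned and counted the reads with Cell Ranger 2.2.0. They deposited raw UMI counts per gene and barcode, not normalized and not filtered, so that all barcodes of the kit are listed. The genome build and annotation are not given in the sources used here. The identifiers in the counts were matched to GENCODE vM21 (GRCm38), where all but 276 were found, and coordinates, strands and gene types are from that annotation. The other experiments of the paper (flow cytometry, conditional deletion, overexpression and recall) were not analysed here.

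From the counts, cells were taken as barcodes with at least 500 genes and at most 10% mitochondrial UMIs, and genes found in fewer than 2 cells were removed, as in the methods. This left 4941 cells in WT1, 8092 in WT2, 5366 in KO1 and 6494 in KO2. The libraries held between 20358780 and 22922219 UMIs, with medians of 3571 (WT1), 2019 (WT2), 3620.5 (KO1) and 2948 (KO2) UMIs and 1445, 993, 1451 and 1313.5 genes per cell in the same order. The median share of mitochondrial UMIs lay between 2.58% and 2.71%. Where depth sets the value, each cell was thinned at random to 1000 UMIs, which leaves out 25, 223, 15 and 19 cells with fewer. Confidence intervals of shares are exact Clopper-Pearson intervals at 95% and cover counting error only. Where a share is 0, the limit given is 3 counts over the number of cells.

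Clusters were found in each library with Seurat 5.3.0 (log normalization, 2000 variable genes, 15 principal components, 20 neighbours, resolution 0.8, the default, since the paper's text gives none), and clusters under 1% of a library were left out, as in the methods. The study used an earlier version of Seurat. Lists of marker genes were fixed beforehand for MPECs, terminal effectors, effectors, cycling cells, interferon-stimulated cells, B cells, myeloid cells, erythroid cells and naive T cells, from genes of Fig 2B and general markers. A cluster took the name of a list when at least 3 of its genes were at least 2-fold above the other cells of the library and found in at least 10% of the cluster's cells, and at least 1 of them was among the cluster's 10 leading genes. Mean expression per 10000 UMIs, plus 0.1, was used for the folds. This rule was chosen after the clusters had been seen. No cluster of the 4 libraries was named from the effector or the erythroid list. The list of naive T cells had more genes among the 10 leading ones than the MPEC list in KO1 (5 against 4) and KO2 (6 against 5) and as many in WT1 and WT2, so these clusters are called MPEC-gene clusters (WT1 cluster 6, WT2 cluster 8, KO1 cluster 9, KO2 cluster 7). In 1 myeloid-like cluster of KO2, 3 leading genes were from the B cell list and 2 from the myeloid list, so no difference between genotypes is given for the share of myeloid-like cells, and counts of genes called within them can reflect their make-up. Shares of libraries were compared by a 2-sided exact permutation test, for which 2 libraries against 2 allow no p under 0.33.

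Differential expression was tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05) on counts summed per library, over all cells or within a class of clusters. Gene lists were tested with fry and camera of limma 3.58.1. The numbers 1 and 2 pair the libraries, since WT and *Bcl3*-/- cells with the same number come from the same animal. Across 6863 genes over 10 CPM, WT1 minus WT2 correlated with KO1 minus KO2 at 0.291 (log2 scale, Pearson, across genes, which are not independent replicates). The fit without a replicate block is given first, since the study names none, although it took both genotypes from the same animal. The paired fit with chimera as a block follows that design and is given beside results whose call it changes. Tested on simulated counts with the means and depths of these libraries, the unblocked edgeR fit recovered 72% of 200 genes changed 2-fold and called 5 unchanged genes among 11430. With 4-fold changes it recovered 95.5% and called 10 unchanged genes among 11434. DESeq2 1.42.0 recovered 63% and 88%, and the edgeR fit with the block 70% and 96.5%. In the data themselves the block changed the number of calls far more. The recovery of the unblocked fit therefore need not hold where the chimeras differ.

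The genes named are the 34 genes of Fig 2B and of the text on these cells, and the 5 largest rises and 5 largest falls among called genes that moved the same way in both chimeras. Values of 1 of the 34 genes are not reported here. T cell receptor and immunoglobulin segments, *Xist* and Y-linked genes were to be kept out of these, and 0 of them were among the 42 genes called by edgeR (1808 genes with an unadjusted p under 0.05; 134 higher and 75 lower by DESeq2). A gene's 3′ sequence was called shared when at least 50% of the 31-base words in the last 300 bases of a transcript are found in another gene. Cells of other types are B-like and myeloid-like cells and the clusters left out as under 1%.

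The alternatives were other limits on genes and mitochondrial UMIs, a UMI threshold in the style of Cell Ranger, doublets removed with Scrublet (scanpy 1.11.5), other treatments of small and non-T-like clusters, libraries clustered together or integrated, 30 principal components, and resolutions of 0.4 and 1.2. For expression they were DESeq2 or its size factors, other filters on low counts, chimera as a replicate block, and equal numbers of cells and UMIs. Each library was also left out in turn, where the lone library of a genotype is assumed to vary like the others. Scrublet's own threshold marked 2 cells of WT1 and 0 of the other libraries, which shows that it did not separate doublets here, so the highest scores at 0.8% per 1000 cells were left out as an added alternative. Other added alternatives were names from markers at 1.5-fold, clusters found without the 109 marker genes, and expression in T cell clusters only. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and R 4.3.3 were used.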

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

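The tests of explanations in this part were chosen after the results they concern had been seen, although the fit with equal cells and UMIs had been planned.

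Clusters with B cell genes, led by *Cd79a*, *Ms4a1* and *Ly6d*, held a mean of 2.04% of the cells of the 4 libraries (2.14% of WT1, 1.503% of WT2, 2.53% of KO1 and 1.99% of KO2). They drew attention because cells were sorted as tetramer-positive CD8+ T cells and the paper reports no such cluster. Doublets of a B cell and a T cell would carry much of a T cell's own UMIs. The B-like cells held between 19.0% and 25.4% of the T cell gene UMIs of a T cell, on average. Their median depth was 0.643 to 1.00 times that of the library. Both argue against doublets for most of these cells. Doublets in part of them stay open, since the mean of T cell gene UMIs lay above the median (6.10 against 3 in WT1, 8.57 against 5 in KO1). B cells that passed the sort remain open and were not tested. Their share differed between the genotypes by 0.433 percentage points (exact permutation p = 0.667), by 0.384 in chimera 1 and 0.482 in chimera 2. Without WT2 it was 0.113 and without KO1 0.162. No biological explanation was tested.

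Clusters with myeloid genes held a mean of 2.94% of the cells (2.41% of WT1, 1.83% of WT2, 4.17% of KO1 and 3.36% of KO2), and the paper reports none of these either. They carried between 29.9% and 62.8% of the T cell gene UMIs of a T cell, with a median depth 1.27 to 2.70 times that of the library. Doublets with a T cell may give such values and stay open for these cells. Free T cell RNA alone is opposed by barcodes of 1 to 50 UMIs. In each library these held, on average, fewer UMIs of all genes than myeloid-like cells held of T cell genes. In KO2, with the lowest mean (8.54 T cell gene UMIs per myeloid-like cell), 230881 such barcodes held 960964 UMIs. In WT1, with a mean of 19.4, 228382 such barcodes held 750571 UMIs. Whether a droplet with a cell takes up more free RNA than these barcodes was not tested. No direction between genotypes is given for their share: clusters led by *Ngp* and *S100a9* were under 1% and left out in WT1 (0.870%) and WT2 (0.396%) but kept in KO1 (2.09%) and KO2 (1.56%), and a cluster of KO2 has more leading genes from the B cell list than from the myeloid list. No biological explanation was tested.

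Of the 42 genes called between the genotypes over all cells, 41 are not named by the study, which tests no gene in these data. Near-identical gene copies may explain part of them. In 13 of the 42, or 31.0%, at least 50% of the 3′ sequence is found in another gene, against 10.2% of 11535 tested genes with a transcript. Among 10000 random lists of like expression the median was 5, and 4 lists had as many. In 18 of the other genes none of the 3′ sequence is found elsewhere, which argues against shared reads for these. In the remaining 11 between 1.11% and 42.6% is shared, the highest in *Gm12840*, and shared reads and a change of the gene itself cannot be told apart, because the counts do not show which part of a 3′ end was read. RNA of other cells is a candidate source for 5 genes, *Prok2*, *Sirpb1b*, *Wfdc21*, *Apoe* and *Prg2*, since over 50% of their UMIs lie in cells of other types. For *Prok2*, other cells held 100% of the UMIs in WT1 and in WT2, 94.1% in KO1 and 92.7% in KO2. Its rise over all cells therefore lay mostly in other cells. In the myeloid-like clusters, whose make-up differs between the libraries, its log2 fold change was 4.13 (edgeR, adjusted p = 0.0057). *Apoe*, with 77.0% of its UMIs in other cells, fell within the B-like clusters (log2 fold change −0.94; edgeR, adjusted p = 0.0042). It also fell within the myeloid-like clusters (−1.20; edgeR, adjusted p = 0.0142). Its fall over all cells therefore lay mostly in other cells, and a change within T cells as well stays open. For the rest of these genes, RNA of other cells and a change within T cells cannot be told apart. *Prok2* and *Sirpb1b* had too few UMIs for a test within the T cell clusters, where the log2 fold change of *Apoe* was −0.88 (edgeR, adjusted p = 0.254; −0.90 over all cells) and that of *Wfdc21* 0.91 (edgeR, adjusted p = 0.295; 1.18 over all cells). For *Prg2* the T cell clusters of WT1 still hold the cluster led by *Jchain*, so that they give no test.

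Other technical explanations are opposed by the values. Within 20 Mb of *Ptprc* or *Bcl3*, where donors of different CD45 alleles would differ, lay 4.76% of the called and 4.01% of the tested genes (Fisher's exact test, p = 0.685). *Apoe*, 109 kb from *Bcl3*, is one of them, and this test on the set does not oppose such a difference for that gene alone. With equal cells and UMIs per library, 27 of the 42 were still called and all 42 kept their direction, against a difference in depth as the whole cause. A response of T cells alone is opposed only in part. Of the called genes that B-like cells hold at 50% or more of the T cell level, 25 of 27 moved the same way in B-like cells. Their median log2 fold change in that direction was 0.89 (1.01 over all cells), and 65.3% of 5732 uncalled genes moved the same way. Free RNA may carry part of this change into B-like cells. In barcodes of 1 to 50 UMIs, 39 of the 40 called genes with enough UMIs moved the same way as well. How much of the change in B-like cells is free RNA was not tested. A difference in 1 library alone is opposed too. Over 6863 genes above 10 CPM, the change in chimera 1 correlated with that in chimera 2, which shares no library with it, at 0.515 (log2 scale, Pearson, across genes, which are not independent replicates). *Mir142hg* rose by 2.24 and 2.57 on the log2 scale in chimeras 1 and 2. An effect of the *Bcl3* genotype in blood cells of several types stays open and untested, as does another difference between the WT and *Bcl3*-/- donors away from these regions.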

How the results depend on the processing

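The main settings, the marker lists, the named genes and most alternatives were chosen before the data were examined. The rule that names clusters, naming from markers at 1.5-fold, clustering without marker genes, the highest Scrublet scores left out and T cell clusters only were chosen after seeing the data, as were the explanations weighed, although some of the values used for this had been planned.

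Apart from named genes, 149 values under an alternative chosen beforehand kept their direction and their side of the threshold, or moved by less than the spread between libraries (counts, by less than 1.5-fold), and 46 moved by more, 13 reversed, 2 passed the threshold and 5 lost it. For the named genes these were 430 values that kept both, 38 that passed the threshold, 23 that lost it and 23 that reversed. For the added alternatives, 79 values of named genes kept both, 1 passed, 4 lost it and 1 reversed, and of the other values 11 kept both, 2 moved and 3 reversed. Unless a cause is named, the cause was not tested.

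The difference in the share of MPEC-gene clusters, −3.12 percentage points, was negative at −5.10 to −0.259 except with markers at 1.5-fold (3.71) and a UMI threshold in the style of Cell Ranger (0.328). Both rest on KO1, and were −2.78 and −2.83 without it. In KO1 the cluster with MPEC genes was under 1% and left out with at least 800 genes (40 cells), at a resolution of 0.4 (46 cells) and without marker genes (48 cells), so that its share was 0. That of the clusters with *Zeb2* and *Cx3cr1*, 7.94, was 1.71 to 13.6 except with at least 800 genes (−2.20), the threshold in the style of Cell Ranger (−1.08) and markers at 1.5-fold (−0.851). In WT1 no cluster met the rule for these genes at a resolution of 0.4 (10.9) or without marker genes (13.6), and the differences were 4.71 and 5.05 without WT1. The negative values with the threshold in the style of Cell Ranger and with markers at 1.5-fold were 1.12 and 5.68 without WT1, and the latter was 1.63 without KO2. That of the clusters with cell-cycle genes was negative in every setting run. The difference for interferon-stimulated genes, 3.03, turned negative with 30 principal components (−0.914), at most 5% mitochondrial UMIs (−1.82), a chimera clustered together (−4.28), all 4 libraries clustered together (−1.41) or integrated (−0.394), and without marker genes (−9.36, where the shares of KO1 and KO2 were 0 because no cluster met the rule). Cluster shares without a single library kept their direction. The exact permutation p of a share cannot fall under 0.33, so it says nothing on stability.

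Over all cells, 33 genes were higher and 9 lower. The replicate block for chimera, which takes the difference between animals out of the spread, gave 556 and 560, and DESeq2 134 and 75. No filter on low counts, with 15370 genes in place of 11566 tested, gave 4 and 0 by edgeR (1860 genes with an unadjusted p under 0.05). T cell clusters only gave 13 and 5. Without a single library the counts ran from 18 (without WT2) to 163 (without WT1) higher and from 16 (without KO2) to 65 (without WT1) lower, with 123 and 53 without KO1. The size factors of DESeq2, at least 50 counts, at least 800 genes, equal cells and UMIs, and Scrublet each left both counts within 1.5-fold. Within classes, DESeq2 gave 24 genes in the MPEC-gene clusters, 46 in those with cell-cycle genes, 11 in B-like clusters and 91 in clusters without a name. The block gave 150 genes in the MPEC-gene clusters, 116 in those with *Zeb2* and *Cx3cr1*, 139 in those with cell-cycle genes, 166 in those with interferon-stimulated genes, 491 in myeloid-like clusters and 952 in clusters without a name. Classes from all 4 libraries clustered together gave 23 genes for *Zeb2* and *Cx3cr1* clusters, where WT2 has 68 cells, and 63 for cell-cycle clusters. Equal cells per class gave 33 genes in B-like clusters. The clusters without a name were not run with equal cells or with classes from all 4 libraries. Without a single library, the totals ran from 50 (WT2) to 90 (KO1) in MPEC-gene clusters, 59 (KO2) to 338 (WT1) for *Zeb2* and *Cx3cr1*, 21 (KO2) to 164 (WT2) for cell-cycle genes, 68 (KO2) to 279 (WT1) for interferon-stimulated genes, 13 (WT2) to 58 (WT1) in B-like clusters, 78 (WT1) to 240 (KO1) in myeloid-like clusters, with 163 (WT2) and 228 (KO2), and 19 (KO2) to 86 (KO1) in clusters without a name.

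Of the terminal effector list, the median log2 fold change was 0.54 to 0.72 without a single library. It was 0.66 with the replicate block (fry test of limma, adjusted p = 0.238), which leaves less to estimate the spread from. The MPEC list was called with a preset correlation (camera of limma, median −0.28, adjusted p = 0.00055) and ran from −0.48 (without WT2) to −0.15 (without WT1) without a single library. The effector list ran from −0.20 to 0.035, and the median was positive only without WT2, where its mean was −0.06. Without KO1 its median was −0.04 and the fry test pointed up.

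Named genes whose direction changed without a single library were *Bcl3* (−1.30 to 0.70), *Cxcr6* (−0.54 to 0.12), *Prdm1* (−0.021 to 0.42), *Tcf7* (−0.13 to 0.32), *Bcl2* (−0.20 to 0.024), *Il7r* (−0.74 to 0.20), *Tnf* (−0.57 to 0.55), *Bcl6* (−0.50 to 0.59), *Foxo1* (−0.12 to 0.22), *Cd44* (−0.081 to 0.21) and *Nfkb1* (−0.20 to 0.023). Equal cells and UMIs reversed *Prdm1* (−0.17), *Tnf* (−0.15), *Foxo1* (−0.050) and *Nfkb1* (0.016), at least 800 genes reversed *Bcl6* (0.017), and T cell clusters only *Bcl6* (0.11). None of these was called over all genes. Leaving out 1 library also unbalances the chimeras. The block brought 17 named genes past the threshold and DESeq2 8. Of the 17, those not given beside the results are *Klrg1* (0.45; edgeR, adjusted p = 0.00164), *Eomes* (0.48, 0.0145), *Nfkb2* (−0.57, 0.00099), *Birc5* (−0.36, 0.0125) and *Isg20* (−0.31, 0.0333). *Eomes* was higher in both chimeras (0.60 and 0.31), whereas the paper reports lower Eomes protein by flow cytometry in conditional knockout mice. Protein was not measured here. The block changed no other call of a named gene or list.

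The mixing ratio rose with equal depth to 0.802 in chimera 1 and 0.323 in chimera 2, and without cell-cycle, sex-chromosome and ribosomal genes to 0.617 in chimera 1 and 0.181 in chimera 2. After thinning, the difference in cells with a UMI ran from −2.18 to 0.210 percentage points for *Il7r* and from −0.413 to 1.05 for *Tcf7* without a single library. Depth limits these shares: 1000 UMIs per cell leave *Prf1* and *Ifng* in few cells, and for B-like cells a count of 0 allows up to 2.86% in WT1.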

Differences from the paper's values

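The cluster with interferon-stimulated genes held 5.41% ± 0.209 (SD, n = 2) of the WT cells, and the paper's value in WT is 3%. The paper's value is for 1 chimera and the value here for both. Of the alternatives set before the data were examined, the share remained more than 1.5-fold above the paper's value, beyond the spread, with Scrublet (6.03%), with no cluster left out (5.35%), with non-T-like clusters out of the denominator (5.64%), with the libraries of a chimera clustered together (8.28%), without WT1 (5.56%) and without WT2 (5.27%). It fell within the spread or within 1.5-fold of the paper's value with at least 800 genes (8.68% ± 6.91), at most 5% mitochondrial UMIs (6.58% ± 4.14), a UMI threshold in the style of Cell Ranger (3.39% ± 1.79), all 4 libraries clustered together (3.10% ± 1.06) or integrated (3.57% ± 0.545), 30 principal components (3.37% ± 0.933) and resolutions of 0.4 (3.00% ± 1.09) and 1.2 (4.04% ± 2.53), each with the SD of n = 2.

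In *Bcl3*-/- cells the same cluster held 8.45% ± 0.538 (SD, n = 2), and the paper's value is about 2% in Fig 2B, read by eye, for 1 chimera, against both chimeras here. Of the alternatives set before the data were examined, the difference from the paper's value remained with at least 800 genes (10.6%), a UMI threshold in the style of Cell Ranger (6.03%), Scrublet (8.45%), no cluster left out (8.33%), non-T-like clusters out of the denominator (8.99%), all 4 libraries integrated (3.18%), resolution 1.2 (6.55%), without KO1 (8.07%) and without KO2 (8.83%). It did not remain with at most 5% mitochondrial UMIs (4.76% ± 4.02), the libraries of a chimera clustered together (4.00% ± 3.09), all 4 libraries clustered together (1.68% ± 0.230), 30 principal components (2.46% ± 0.135) and resolution 0.4 (4.33% ± 3.41).

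The paper's figure shows the cluster with interferon-stimulated genes as smaller in *Bcl3*-/- than in WT cells (Fig 2B). Here it was larger, by 3.03 percentage points over both chimeras, by 3.56 in chimera 1 and by 2.51 in chimera 2. The difference had the direction of the figure with 30 principal components (−0.914 percentage points), at most 5% mitochondrial UMIs (−1.82, but 1.11 without WT1 and 1.02 without KO2), the libraries of a chimera clustered together (−4.28), all 4 libraries clustered together (−1.41) or integrated (−0.394), and, in an alternative chosen after seeing the values, clusters found without marker genes (−9.36), where no *Bcl3*-/- cluster met the naming rule and the value gives no direction. The Fig 2B gene *Isg15* was lower over all cells (log2 fold change −0.52; edgeR, adjusted p = 0.151), by −0.42 in chimera 1 and −0.59 in chimera 2. It was called with chimera as a replicate block (−0.51; edgeR, adjusted p = 0.000571), by DESeq2 (−0.53; adjusted p = 0.0436) and without WT1 (−0.68; edgeR, adjusted p = 0.0203). *Irf7* was lower as well (−0.30; edgeR, adjusted p = 0.263), by −0.15 and −0.43 in chimeras 1 and 2, and was called with the block (−0.29; edgeR, adjusted p = 0.0287). Within the clusters with interferon-stimulated genes, which both genes help to define, *Isg15* stood at 614 CPM in WT1 and 991 CPM in WT2 against 327 CPM in KO1 and 410 CPM in KO2 (log2 fold change −1.17; edgeR, adjusted p = 0.0254). *Irf7* stood there at 301 CPM and 521 CPM against 188 CPM and 234 CPM (−0.999; edgeR, adjusted p = 0.0779; with the block −0.97, adjusted p = 6.7e-05).

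The paper describes WT and *Bcl3*-/- cells as largely overlapping in the UMAP of Fig 2A. The share of nearest neighbours from the other genotype was 0.380 times that of full mixing in chimera 1 and 0.117 times in chimera 2, in principal components and not in the UMAP. With cells thinned to an equal depth the ratio was 0.802 in chimera 1 and 0.323 in chimera 2, and with all 4 libraries integrated each cluster of at least 1% held cells of both genotypes (35.3% to 74.0% *Bcl3*-/- cells).

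The paper finds 7 clusters with cells of both genotypes in the combined population. Here the combined cells of a chimera gave 16 clusters in chimera 1 and 16 in chimera 2 at a resolution of 0.8, with 14 and 13 of them at 1% of the cells or more. The paper's text does not give the resolution, and its methods and the legend of Fig 2 describe clustering of each sample or genotype on its own. Clustered on their own at a resolution of 0.4, the libraries gave 9 or 10 clusters of 1% or more.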

Other observations

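The tests of explanations and the comparison of chimeras in this part were chosen after the results they concern had been seen. The values of *Pdcd1* over all cells, clustering after integration, and the mixing ratios and shares after thinning had been planned.

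The smaller share of MPEC-gene clusters in *Bcl3*-/- cells was weighed against technical explanations. A difference in depth is opposed, since the share differed by −3.94 percentage points in chimera 1, whose libraries have like median depths (3571 and 3620.5 UMIs per cell). Cluster borders that follow differences between libraries may play a part. After integration the difference was −0.259 percentage points, but integration can take out a difference between genotypes too, so both cannot be told apart. Thinned shares of cells with a UMI do not depend on cluster borders. That of *Tcf7* was lower in chimera 1 and higher in chimera 2. That of *Il7r* was lower in both chimeras, but by less than the spread between libraries of a genotype. An effect of the *Bcl3* genotype on this share stays open.

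In the MPEC-gene clusters, *Cd4* was found in 2.26% of WT and 2.88% of *Bcl3*-/- cells after thinning (means of n = 2), against 0.287% and 0.176% of all cells and 0.394% of B-like cells in *Bcl3*-/-. In WT it was found in 0 of 105 B-like cells of WT1 and 0 of 112 of WT2, which allows shares of up to 2.86% and 2.68%. *Cd4* and *Tnfrsf4* are among the leading genes of this cluster in KO1. *Cd4* was chosen after its values had been seen, and no explanation was tested.

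*Pdcd1*, which encodes PD1, was lower in *Bcl3*-/- cells, at 42.7 ± 7.15 CPM (SD, n = 2) against 70.0 ± 17.2 CPM (SD, n = 2), a log2 fold change of −0.73 (edgeR, adjusted p = 0.125). It was −0.60 in chimera 1 and −0.81 in chimera 2. With chimera as a replicate block it was −0.72 (edgeR, adjusted p = 8.3e-05), and without WT1 it was −0.94 (edgeR, adjusted p = 0.00735). The paper reports higher PD1 protein by flow cytometry on cells of other chimeras, and protein was not measured here. Fewer MPEC-gene cells as the cause are opposed by the clusters with cell-cycle genes, where the log2 fold change was −0.93 (edgeR, adjusted p = 0.236; with the block −0.94, adjusted p = 0.00438), and RNA from other cells is opposed by the 2.44% of *Pdcd1* UMIs found there. An effect of the genotype stays open.

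WT and *Bcl3*-/- cells of a chimera lay apart in principal components. A difference in depth is opposed in chimera 1, where the median depth of KO1 was 1.01 times that of WT1. With each cell thinned to 1000 UMIs, the mixing ratio was 0.802 there, but thinning also takes information from every cell and so raises the ratio by itself. In chimera 2 it was 0.323 after thinning, which argues against depth as the whole cause. Libraries of 1 genotype from different chimeras mixed about as little as the genotypes of chimera 1 (0.399 for WT and 0.347 for *Bcl3*-/- against 0.380) and, after thinning, less than those (0.592 and 0.602), so a difference between any pair of libraries and one between genotypes cannot be told apart in chimera 1.

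The chimeras differ as well. With genotype in the model, edgeR called 114 genes higher and 252 lower in chimera 2, of 11566. *Xist* was higher in chimera 2 (log2 fold change 3.03), *Bcl3* was higher (1.60) and *Ctse* was lower (−3.36). Of 5 tested genes that the annotation places on the Y chromosome, 4 were lower in chimera 2 in both genotypes. These were *Ddx3y* (−1.85), *Uty* (−1.23), *Eif2s3y* (−0.90) and *Kdm5d* (−0.77), while *Erdr1* was higher (1.08). A different mix of donor sexes in the chimeras is a candidate explanation that these 4 genes are in line with. The pattern is present in both genotypes of a chimera and does not follow the comparison of genotypes.

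*Prg2* UMIs lay in clusters of other cell types to 89.1% in WT2, 91.0% in KO1 and 83.7% in KO2 but to 0.581% in WT1, where the cluster led by *Jchain* was over 1% and stayed among the clusters without a name. The 1st principal component of the 4 libraries held 51.6% of the variance between them and separated the genotypes, and the next, with 34.1%, separated the chimeras.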
